# Single-Cell Molecular and Cellular Architecture of the Mouse Neurohypophysis

**DOI:** 10.1523/ENEURO.0345-19.2019

**Published:** 2020-01-16

**Authors:** Qiyu Chen, Dena Leshkowitz, Janna Blechman, Gil Levkowitz

**Keywords:** neuroendocrine, neurohypophysis, oxytocin, pituicyte, pituitary, tanycyte

## Abstract

The neurohypophysis (NH), located at the posterior lobe of the pituitary, is a major neuroendocrine tissue, which mediates osmotic balance, blood pressure, reproduction, and lactation by means of releasing the neurohormones oxytocin (OXT) and arginine-vasopressin (AVP) from the brain into the peripheral blood circulation. The major cellular components of the NH are hypothalamic axonal termini, fenestrated endothelia and pituicytes, the resident astroglia. However, despite the physiological importance of the NH, the exact molecular signature defining neurohypophyseal cell types and in particular the pituicytes, remains unclear. Using single-cell RNA sequencing (scRNA-Seq), we captured seven distinct cell types in the NH and intermediate lobe (IL) of adult male mouse. We revealed novel pituicyte markers showing higher specificity than previously reported. Bioinformatics analysis demonstrated that pituicyte is an astrocytic cell type whose transcriptome resembles that of tanycyte. Single molecule *in situ* hybridization revealed spatial organization of the major cell types implying intercellular communications. We present a comprehensive molecular and cellular characterization of neurohypophyseal cell types serving as a valuable resource for further functional research.

## Significance Statement

The neurohypophysis (NH) is a major neuroendocrine interface, which allows the brain to regulate the function of peripheral organs in response to specific physiologic demands. Despite its importance, a comprehensive molecular description of cell identities in the NH is still lacking. Utilizing single-cell RNA sequencing (scRNA-Seq) technology, we identified the transcriptomes of five major neurohypophyseal cell types in the adult male mice and mapped the spatial distribution of selected cell types *in situ*. We revealed an unexpected cellular heterogeneity of the NH and provide novel molecular markers for neurohypophyseal cell types with higher specificity than previously reported.

## Introduction

The pituitary, also dubbed the hypophysis, is the master endocrine gland that is localized at the base of the hypothalamus in all vertebrate species. It is composed of the adenohypophysis (AH) and the neurohypophysis (NH), also known as the anterior and posterior pituitary, respectively. The mammalian pituitary consists of an additional anatomically discernable tissue, the intermediate lobe (IL), which is located between the NH and AH. However, the IL is not as distinguished in the pituitary of human and some non-mammalian vertebrates, including zebrafish (Gutnick et al., 2011; Norris et al., 2013; Wircer et al., 2016; Larkin and Ansorge, 2017). The hypothalamo-neurohypophyseal system (HNS) encompasses hypothalamic magnocellular neurons residing in the paraventricular nucleus (PVN) and supraoptic nucleus (SON) and project their axons into the NH. Thus, two neuropeptides, oxytocin (OXT) and arginine-vasopressin (AVP), are produced in magnocellular neurons, transported along neurohypophyseal-projecting axons and released into the general blood circulation through the neurohypophyseal capillary plexus (Murphy et al., 2012). Circulating OXT and AVP neurohormones affect the physiologic function of peripheral organs such as the kidney, mammary gland and the uterus. Specifically, AVP regulates osmotic balance and blood pressure (Wircer et al., 2016; Donadon et al., 2018; Olazábal, 2018), while OXT is mainly known due to its effects on reproduction organs (Lee et al., 2009).

Unlike the AH, which serves as a hormone-secreting gland, the NH is a neural tissue, which serves as a neuroendocrine interface between AVP and OXT axonal projections and the permeable capillary network of fenestrated endothelia (Robinson and Verbalis, 2003). This neurovascular interface also contains the pituicytes, specialized neurohypophyseal astroglia, which occupy ∼50% of the neurohypophyseal total volume (Bucy, 1930; Pow et al., 1989). Pituicytes engulf HNS axonal swellings and their terminal buttons and are in close contact with the basal laminar and vascular endothelia (Robinson and Verbalis, 2003; Miyata, 2017). Based on their dynamic morphologic plasticity during lactation and in response to chronic dehydration, it has been suggested that the pituicytes mediate neurohormones passage through the fenestrated capillaries serving as a physical gateway between the axons and the perivascular space (Hatton, 1988; Wittkowski, 1998). Recently, we reported that during development, pituicyte-derived factors regulate the decision of zebrafish NH vasculature to adopt a permeable endothelial fate instead of forming a BBB (Anbalagan et al., 2018). The early definition of pituicytes was based on histochemical staining with silver carbonate and hematoxylin and eosin (Bucy, 1930; Liss, 1958; Dellmann and Sikora, 1981). Thus, different subtypes of pituicytes have been defined by their fibrous, ependymal (with cilia or microvilli), oncocytic morphologies or by ultrastructure of organelle contents, such as dark and pale pituicytes due to high/low density contents of cytoplasmic matrix and organelles and granular pituicytes containing numerous cytosegregosome type dense bodies (Seyama et al., 1980; Wittkowski, 1986; Anbalagan et al., 2018). However, there is very little knowledge of pituicyte-specific genes. Consequently, mammalian pituicytes have been so far labeled with astroglial markers, such as apolipoprotein E (APOE), GFAP, S100β, vimentin (VIM), and connexin43 (Cx43/GJA1), all of which are general astrocytic markers, which are also expressed in other cell types (Cocchia, 1981; Suess and Pliška, 1981; Boyles et al., 1985; Marin et al., 1989; Yamamoto and Nagy, 1993). Moreover, defining and visualizing pituicytes by co-expression of the above genes is not informative as these markers only partially overlap (Wei et al., 2009). Hence, the exact definition of pituicyte cell type and/or subtype remains ambiguous. Finally, other neurohypophyseal cell types might not have been detected in published bulk neurohypophyseal transcriptomic data (Hindmarch et al., 2006).

The recent technological revolution enables high-resolution studies for transcriptome patterns in heterogeneous cell populations. Single-cell RNA sequencing (scRNA-Seq) allows dissecting cell types that are previously hidden due to identical histology, same genetic marker and adjacent location within a complex tissue (Potter, 2018). This technology enables hundreds and thousands of single cells being processed at once, therefore delivers high-throughput, and highly efficient analysis of cell heterogeneity. In this study, we used scRNA-Seq to unravel the cell heterogeneity of the NH. Seven major cell types in the NH and IL of adult male mouse were identified. We present a comprehensive view of the molecular landscape as well as spatial organization of NH and IL cell types, hence providing valuable resources for studying their specific cellular and physiologic functions.

## Materials and Methods

### Experimental design

Three-month-old male C57/BL6 and *Cx3cr1*-GFP mice (Jung et al., 2000) were used in this study. All experimental procedures were approved by the Weizmann Institute’s Institutional Animal Care and Use Committee (IACUC).

### Single-cell dissociation

Two independent groups of five C57/BL6 mice were sacrificed by decapitation and the NH were dissected and collected into ice-cold 1 ml of magnesium-free and calcium-free HBS-/- buffer (20 mM HEPES-buffered saline, 145 mM NaCl, 5.4 mM KCl, and 20 mM glucose, pH 7.2) (Dieck, 1999). NH tissues were then transferred to ice-cold PBS containing magnesium and calcium (HyClone, GE Healthcare), treated with 50 ng/µl Liberase TM (Roche) for 12 min at 37°C, and further dissociated by incubating in HBS-/- buffer containing 0.15 mg/ml Papain (Sigma) and 10 U/ml DNase I (Invitrogen) for 8 min at 37°C. The reaction was stopped by adding heat-inactivated fetal bovine serum (HI-FBS; HyClone) to reach final concentration of 5%. To obtain single-cell resuspension, the loosened tissues were collected and passed through a 40-µm nylon mesh in 800-µl resuspension buffer [Leibovitz L-15 with 0.3 mM glutamine (Gibco, Thermal Fisher), 0.5% of penicillin streptomycin solution (Gibco, Thermo Fisher), 1% HI-FBS, 0.04% BSA]. Cell number, survival rate, clarity, and singularity were checked by Trypan Blue staining followed by hemocytometer counting.

### scRNA-Seq

scRNA-Seq was performed with 10x Genomics Chromium Single Cell kit version 2. Two independent samples, each containing 600–800 cells/ml, which had ∼70% survival rate and very few debris were used to form droplets containing single cell and barcoded-beads. The targeted recovery was 4000 cells per sample. The subsequent cDNA synthesis and library preparations were conducted according to the manufacturer’s protocol (10x Genomics). Two libraries were then indexed and pooled for sequencing using a NextSeq 500 High Output v2 kit (75 cycles; Illumina) according to the manufacturer’s instructions. Four lanes were used with R1 26 cycles and R2 58 cycles.

### Data and software availability

The accession number for the NH single-cell transcriptome reported in this paper is Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo): GSE135704.

### Statistical analyses

Sequences data were demultiplexed using Illumina bcl2fastq. Each of the samples was analyzed by Cellranger (version 2.0.0), run with the option –force-cells = 1500 and using the 10X prebuilt mm10 reference database version 1.2.0. The outputs from CellRanger were further analyzed using the Seurat package V2.3 (Butler et al., 2018) and R 3.5. Using Seurat, we performed gene filtering (gene must appear in three cells of a sample) and merging of the cells of both samples to one set. Cell filtering was based on the number of genes per cell (must be between 400 and 5000), the number of UMI counts per cell (between 1000 and 10,000), and the percentage of mitochondria genes lower than 0.25 percentage. Eleven clusters were created with 900 variable genes and 11 principal components (PCs). The cluster names were replaced with the cell type identity based on the differentially expressed genes (marker genes).

### Gene set enrichment analysis

To determine whether known biological functions or gene sets are overrepresented (enriched) in an experimentally-derived gene list, an overrepresentation analysis (ORA) (Boyle et al., 2004) was employed. The gene set associated with a cell type, which was downloaded from PanglaoDB database (Franzen et al., 2019) were compared to the differentially expressed pituicyte markers filtered with criteria of average_logFC ≥ 1 and *p*adj ≤ 0.05. To test for overrepresentation of successes in the sample, the hypergeometric *p* value was calculated using R function phyper with lower tail= false as the probability of randomly drawing k or more successes from the population in n total draws (Kachitvichyanukul and Schmeiser, 1985). The FDR was achieved by adjusting the *p* value using Benjamini and Hochberg (Benjamini and Hochberg, 1995). To further illustrate the above finding specific differentially expressed pituicyte markers were compared with filtering criteria of average_logFC ≥ 1 and *p*adj ≤ 0.05 to published scRNA-Seq gene lists of astrocytes, and tanycytes i.e., PanglaoDB and other studies (Campbell et al., 2017; Chen et al., 2017; Saunders et al., 2018; Zeisel et al., 2018; Franzen et al., 2019).

### Wholemount *in situ* hybridization (WISH) and immunostaining

Three-month-old C57BL6 mice were perfused and fixed by 2% PFA for 10 min and fixed in 4% PFA on ice for 20 min in the dark. WISH was performed as described in (Machluf and Levkowitz, 2011; Wircer et al., 2017) with prolonged proteinase K treatment of 45 min. Tissues were postfixed in 4% PFA for 20 min at room temperature and washed 3 × 15 min PBS-Tx (Triton X-100; 0.3%). Subsequent immunostaining of WISH samples was performed following re-blocking in blocking buffer (10% lamb serum, 0.3% Triton X-100, 1% DMSO in PBS) for 1 h. Primary antibody staining was performed at 4°C overnight. After 3× 30-min PBS-Tx wash, the samples were incubated with 1:200 secondary antibody at 4°C overnight, followed by 3× 30-min PBS-Tx wash and mounting in 75% glycerol. Imaging of WISH samples was performed using Zeiss LSM 800 confocal microscope with oil immersion 40× objective. Whole z-stack maximum intensity projections and cell number quantification of specific cell populations were generated by Fiji-ImageJ software.

### Cryotomy and fluorescent *in situ* hybridization (smFISH)

C57BL6/*Cx3cr1*-GFP transgenic mice were sacrificed by decapitation. The whole pituitary was quickly dissected and fixed in 1% PFA containing 30% sucrose overnight at 4 ^0^C. The fixed tissue was then washed and equilibrated in half Tissue-Tek O.C.T Compound (Sakura) and half 60% sucrose (final 30%) mixture before positioned inside a plastic mold with only O.C.T compound and frozen by burying in dry ice powder. After the whole block turned opaque, it was stored at –80°C in a sealed plastic bag in the dark. Before cryotomy, the embedded O.C.T block was first equilibrated inside the Cryostat machine (Leica) to –25°C for 30 min followed by cryo-sectioning (7 µm) and slice collection on 22 × 22-mm glass coverslips #1 (Thermo Scientific Menzel), precoated with 0.01% L-lysine (Sigma), and stored at –80°C in a Parafilm sealed six-well plate in the dark for up to a month before further digestion and prehybridization steps. smFISH was conducted as described in (Ji and van Oudenaarden, 2012) with the exception that the formamide concentration was increased to 30% for prehybridization and washing. Tissue sections were mounted on Prolong Gold antifade mountant (Thermo Fisher) and images were captured using a wide-field fluorescent microscope (Nikon Eclipse Ti-E) with a cooled CCD camera equipped with oil immersion 60× objective.

### Vibratome sections

Pituitary from *Cx3cr1*-GFP mouse was dissected on ice and fixed in 4% PFA overnight at 4°C. After washing, the pituitary was embedded in 3% Nobel Agarose (BD Biosciences) on ice; 50-µm coronal sections were cut using a Leica VT1000 S vibrating blade microtome (Leica) and then mounted with Aqua-Poly/Mount (Polysciences). The sections were then imaged using a Zeiss LSM 800 confocal microscope.

## Results

### scRNA-Seq revealed seven cell types in the NH and IL

The pituitary is located within a bony structure of the mouse skull, dubbed sella turcica, allowing accurate surgical isolation of this tissue. In particular, the medially located NH can be readily observed owing to its conspicuous white color, due to the high density of neurohypophyseal axons and pituicytes. We took advantage of these anatomic features to dissect neurohypophyseal tissue from three-month-old C57/BL6 male mice and thereafter performed scRNA-Seq analysis. Notably, the isolated tissue contained residual tissue from the adjacent intermediate pituitary lobe (IL), hence we took into consideration that our NH tissue preparation will contain some IL cells (Fig. 1*A*; Extended Data Fig. 1-1A).

**Figure 1.**
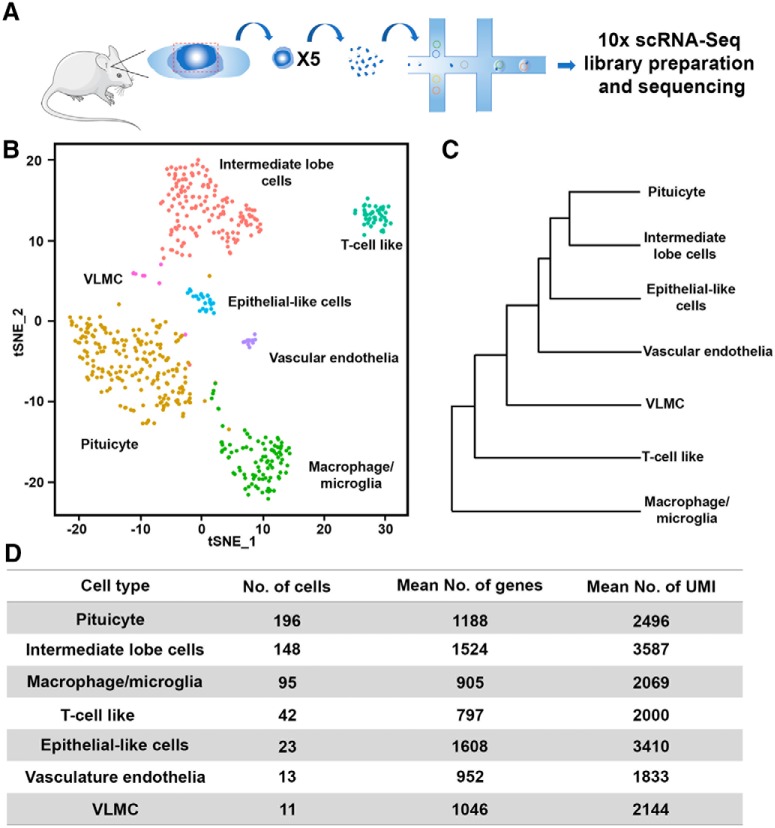
Single-cell RNA-Seq reveals seven cell types of dissected mouse NH. ***A***, Schematic representation of the scRNA-Seq procedure. Neurohypophyseal tissues were dissected from five C57BL6 adult male mice and pooled. Two independent pools were separately subjected to single-cell dissociation, single-cell capturing, and library preparation using the 10x chromium platform. The two libraries were then indexed and combined for sequencing using NextSeq 500 High Output v2 kit (75 cycles). ***B***, The two libraries were pooled and mapped on the tSNE plot, showing cell clusters of IL cells, T-cell like, VLMC, epithelial like cells, vascular endothelia macrophage/microglia, and pituicyte. Each dot represents one cell, and cells with the same color belong to one cell type. ***C***, Dendrogram showing the distance matrix from the PCA space of the average cell among the seven cell types. The length of the path between each two cell types indicates the relativeness between them. ***D***, A table summarizing the number of cells, average number of genes and UMIs found in each cell type.

10.1523/ENEURO.0345-19.2019.f1-1 Extended Data Figure 1-1 Adult mouse NH dissection and scRNA-Seq tSNE plot. ***A***, Images showing a dorsal view of the adult male mouse pituitary after the brain has been surgically removed. The left and right images show the pituitary before and after the NH have been dissected. The dashed line indicates the approximate boundary of the NH (scar bars, 50 µm). ***B***, A tSNE plot showing the distribution of individual cells derived from two independent pools of dissected NH in which the cell is colored according to pool origin. Download Figure 1-1, TIF file.

10.1523/ENEURO.0345-19.2019.f1-2 Extended Data Figure 1-2 Complete list of normalized differentially expressed genes. A complete list of normalized differentially expressed genes that were expressed in at least 25% of the cells within between the two groups of cells. Download Figure 1-2, XLSX file.

10.1523/ENEURO.0345-19.2019.f1-3 Extended Data Figure 1-3 The filtered list of normalized differentially expressed genes. List of normalized differentially expressed genes in each cell type displaying an average log_2_ fold change ≥ 1 and adjusted *p* ≤ 0.05. Download Figure 1-3, XLSX file.

10.1523/ENEURO.0345-19.2019.f1-4 Extended Data Figure 1-4 ORA of pituicyte transcriptome to PanglaoDB. A comparison of the pituicyte transcriptome to the PanglaoDB database of mouse scRNA-Seq. The list was ranked by adjusted *p* value (FDR) smallest to largest. Download Figure 1-4, XLSX file.

10.1523/ENEURO.0345-19.2019.f1-5 Extended Data Figure 1-5 Presence of pituicyte markers in astrocyte and tanycyte cells. A comparison between selected pituicyte markers (Ave LogFC > 1, *p*adj < 0.05) revealed in this study with previously published markers of astrocyte and tanycyte. The presence (green) or absence (magenta) of pituicyte markers in astrocyte and tanycyte databases are indicated. The list of all markers used for this comparison is shown in the respective sheets together with their respective references. Download Figure 1-5, XLSX file.

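Cells of 2 pools of dissociated NH tissue were sequenced in droplets, where each captured mRNA molecule is tagged with a unique molecular identifier (UMI). The deposited values of both pools were UMI counts, the number of distinct mRNA molecules that the authors counted per gene and droplet barcode with Cell Ranger. The mice were males of 3 months of age, 5 per pool, so that there were 2 replicates of one condition and the single cells were not replicates. The matrix of pool 1 listed every 10x barcode, with 4442416 UMIs, and was reduced to its 1500 barcodes with most UMIs, the number that the paper set in Cell Ranger. The matrix of pool 2 listed 1500 barcodes. The 1500 barcodes held 1480737 UMIs in pool 1 and 1474311 in pool 2. With the paper's limits of 1000 to 10000 UMIs, 400 to 5000 genes and a mitochondrial share under 25%, 273 cells of pool 1 and 255 of pool 2 remained. They held 699676 and 726706 UMIs, with a median of 2050.0 UMIs per cell in pool 1 and 2330.0 in pool 2. Of the barcodes left out, 56 in pool 1 and 27 in pool 2 failed the mitochondrial limit alone. Cell types were those of the authors, recovered by solving for the cells behind each of the 11 cluster means in the authors' deposited table. For tests, the counts of each type were summed per pool, giving 14 sums, and normalized by edgeR's TMM method. Each type was set against the mean of the other 6 types in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The spread in this test was shared across genes, so its p-values do not measure how far the pools differed for a gene. Standard errors (SE) of fold changes were derived from the test statistic. A gene was called higher at an adjusted p of at most 0.05 and a fold change of at least 1 on the natural log scale. The paper used the same values, but on fold changes of single-cell means with a count added before the log. Where a gene had 0 UMIs in some of the other types, its fitted fold change depends on the small count that edgeR adds to each sum and is not a measured ratio. No doublets were removed, and Scrublet marked 4 cells as doublets.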

We collected two pools of dissected neurohypophyseal tissue, each has been derived from five mice. Single cells from the dissociated tissue were thereafter captured using the 10x chromium gel beads in a droplet, followed by independent library preparation for each pool. The two sets of libraries were indexed and sequenced together (Fig. 1*A*). 

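In a PC analysis of the 528 cells, the pool a cell came from accounted for 0.216% of the variance of the first PC and 0.0561% of the variance of the second. Cell type accounted for 92.6% and 83.6% of the same variances. Across the 4510 genes tested, which are not independent replicates, the sums of a type in the 2 pools had a Pearson correlation of 0.962 for pituicytes, 0.964 for IL cells, 0.942 for macrophage/microglia and 0.906 for T-cell like cells. It was 0.809 for epithelial-like cells, 0.691 for vascular endothelia and 0.603 for vascular and leptomeningeal cells (VLMC), types whose sums held between 8491 and 59102 UMIs. The values compared were the logarithms of CPM (counts per 1e6 UMIs) plus 100. The highest correlation of a type with another type of the same pool was 0.635 for VLMC, above its correlation between pools, and 0.793 for IL cells. Among the genes that moved the same way in the 4 largest types, *Gh* had the highest median log2 ratio of pool 2 to pool 1, at 1.28. The lowest was that of *Tuba1b*, at -0.75. No test was made between pools, since each pool was 1 sample.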

The low variation between the pools was detected in the PC analysis (PCA) plot containing the two first PCs and in the tSNE plot using Seurat R package (Butler et al., 2018). The two data sets were pooled and cell clusters were built using the 900 most variable genes using FindClusters function in Seurat package using 11 PCs with resolution 1.0 and analyzed together to create the tSNE plot (Fig. 1*B*; Extended Data 1-1*B*). The normalized differentially expressed genes of each cluster (Extended Data Figs. 1-2, 1–3) were used to identify seven major cell types, which were designated based on expression of published marker genes and following comparisons to existing single-cell database (Fig. 1*B*). Thus, we compared our gene lists to the mouse brain atlas from the Linnarsson Lab (Zeisel et al., 2018), the PanglaoDB database (Franzen et al., 2019), the cell type function from Allen Brain Atlas (http://celltypes.brain-map.org/), mouse vascular and vascular associated cell single-cell database (He et al., 2018; Vanlandewijck et al., 2018), and the DropViz web tool (Saunders et al., 2018). 

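The authors' deposited table of cluster means held 11 clusters. Solved for the 528 cells, it gave each cell a weight of at least 0.972 in one cluster and at most 0.0039 in any other. In a check with shuffled memberships, 528 of 528 cells returned to their cluster. The 11 clusters, some of which the table names differently from the paper, were merged into 7 types by their names, with the clusters named for neural progenitors taken as IL cells. Fig. 1D was read as 200 pituicytes and 150 IL cells, against 196 and 148 here. For each other type the number was the same. Pituicytes combined 3 clusters, IL cells 2 and macrophage/microglia 2. Because these clusters were built from genes that include the markers reported for them, the cells were also clustered again with the 34 genes named in the paper left out of the variable genes. This gave 8 clusters. By marker lists fixed in advance, 470 cells had the authors' name, 12 had another name and 46 stayed in 1 cluster without a name. That cluster held markers of both VLMC and epithelial-like cells. The authors' name returned in 192 of 196 pituicytes, 142 of 148 IL cells, 94 of 95 macrophage/microglia and 42 of 42 T-cell like cells, but in none of the 23 epithelial-like cells, 13 vascular endothelia and 11 VLMC. With these genes allowed, of which 31 were then among the variable genes, there were 7 clusters and the same number of cells, 470, had the authors' name.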

We also compared our data to published scRNA-Seq of anatomically adjacent tissues, such as the hypothalamus and the median eminence (Campbell et al., 2017; Chen et al., 2017; Extended Data Figs. 1-4, 1-5). The identified NH cell types were labeled as: pituicyte, macrophage/microglia, vascular endothelia, T-cell like and vascular and leptomeningeal cells (VLMCs). As expected, due to the nature of the dissection procedure mentioned above, we also identified IL cells. 

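In IL cells, *Pomc*, which encodes the precursor of melanotrope hormones, reached 104536 ± 21037 CPM (SD, n = 2 pools), and its ln fold change against the other types was 4.77 (SE 0.16, edgeR adjusted p = 6.87e-197). *Pomc* lies on chromosome 12 from 3954951 to 3960642 of GRCm38. The gene took 55961 UMIs in the 148 cells. It was also found at 1057 ± 276 CPM in macrophage/microglia and 572 ± 114 CPM in T-cell like cells, which should lack it. Barcodes of pool 1 with 1 to 50 UMIs, which hold free RNA, carried 1.57% *Pomc* UMIs. By *Pomc* in the immune cells, free RNA was estimated at 6.10% of the UMIs in pool 1 and 5.19% in pool 2.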

The latter was identified by comparing to recently published whole mouse pituitary single-cell transcriptomes (Cheung et al., 2018; Ho et al., 2018; Mayran et al., 2018). 

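Between the mean positions of the cell types on the first 11 PCs, the shortest distance was the 14.4 between pituicytes and IL cells. Epithelial-like cells came next, at 19.0 from pituicytes and 19.6 from IL cells. Pituicytes lay at 20.1 from macrophage/microglia, 21.7 from T-cell like cells, 25.1 from VLMC and 30.2 from vascular endothelia. The longest distance, 34.3, lay between vascular endothelia and VLMC. These are Euclidean distances without a unit. The distance between pituicytes and IL cells was 14.2 with the cells of pool 1 alone and 14.8 with those of pool 2. The place of epithelial-like cells was not the same in both pools. In pool 1, pituicytes lay at 16.51 from epithelial-like cells and 20.49 from macrophage/microglia. In pool 2 these distances were 20.07 and 19.98.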

To determine the relativeness of the clustered cell types, we used the BuildClusterTree function in Seurat R package to generated dendrogram, representing a phylogenetic tree relating the “average” cell from each identity class (Fig. 1*C*). 

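Pituicytes were 39.6% of the cells of pool 1 and 34.5% of pool 2, a mean of 37.0% ± 3.57 (SD, n = 2 pools). IL cells made up 28.0% ± 1.86, macrophage/microglia 18.1% ± 4.35, T-cell like cells 7.90% ± 2.3 and epithelial-like cells 4.42% ± 2.62. Vascular endothelia were 2.47% ± 0.387 and VLMC 2.09% ± 0.369 of the cells. The exact 95% interval of the VLMC share over both pools ran from 1.04 to 3.70%, with 5 cells in pool 1 and 6 in pool 2. Epithelial-like cells were 7 of the cells of pool 1 and 16 of pool 2. Intervals cover counting error only. Mean UMIs per cell were 3587 in IL cells, 3409.5 in epithelial-like cells, 2496 in pituicytes, 2144 in VLMC, 2069 in macrophage/microglia, 2000.4 in T-cell like cells and 1833 in vascular endothelia. Mean genes per cell ranged from 797 in T-cell like cells to 1608 in epithelial-like cells. Median UMIs per cell were 2056 in pituicytes, 3249 in IL cells, 1739 in macrophage/microglia, 1596 in T-cell like cells, 2324 in epithelial-like cells, 1412 in vascular endothelia and 1428 in VLMC.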

The number of cells, as well as mean number of genes and average number unique molecular identifiers (UMIs) representing each of the designated cell types are shown in Figure 1*D*. Notably, the cell number does not necessarily reflect the compositional proportion in the tissue but probably randomized sampling in single-cell capturing, varied resilience of different cell types to dissociation procedure and cell type-specific RNA stability.

Following the identification of NH and IL cell types, we searched for sets of genetic markers characterizing each cell type. We generated a heatmap showing cluster analysis of the top twenty differentially expressed genes representing the transcriptomic profile of the various NH and IL cell types and then selected three feature genes, which represent each cell type (Fig. 2). These included known markers for VLMC cells (*Ogn*, *Lum*, and *Dcn*), fenestrated vascular endothelia (*Emcn*, *Flt1*, and *Plvap*), T-cell like (*Ms4a4b* and *Cd3d*), and macrophage/microglia (*Ctss*, *C1qa*, and *Cx3cr1*) (Stan et al., 1999; Liu et al., 2001; Kindt et al., 2007; Marques et al., 2016). 

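Of the 4510 genes tested, 756 were called higher in pituicytes, 755 in IL cells, 745 in macrophage/microglia, 427 in T-cell like cells, 359 in epithelial-like cells, 154 in vascular endothelia and 130 in VLMC. In simulated counts of 4510 genes with 200 of them changed, those raised 4-fold or more were recovered at 60% for vascular endothelia and 56% for VLMC, and at 89.3 to 96% for the other types. DESeq2 in place of edgeR called 211 genes in pituicytes and 198 in IL cells, and without the filter on low counts edgeR called 2017 and 2304. TMM factors fell as the UMIs of a sum rose, from 2.17 to 0.683, and normalization by library size alone called 547 genes in pituicytes, 454 in IL cells, 526 in macrophage/microglia and 239 in vascular endothelia. Of the 756 pituicyte genes, 211 were called by TMM, library size and DESeq2 alike. All 81 pituicyte genes of the paper's filtered list (Extended Data Fig. 1-3) were among the 756. Over all types, 614 of the 679 listed genes could be tested and 603 were called in their type. By a rule fixed in advance, which leaves out the genes named in the paper and on the marker lists, the called genes with the largest fold change that were highest in their type in both pools were *Tbx3os1*, *Tbx3* and *Ano1* for pituicytes, *Meg3*, *Vstm2l* and *Necab2* for IL cells, and *Lair1*, *Ccl3* and *Ccl12* for macrophage/microglia. They were *Ctsw*, *Xcl1* and *Ptpn22* for T-cell like cells, *Gm15698*, *Cpxm2* and *Maob* for epithelial-like cells, *Fabp4*, *Apold1* and *Meis2* for vascular endothelia, and *Cldn11*, *Ptgds* and *Enpp2* for VLMC. Most UMIs of the last 3 genes lay in the 2 of 11 VLMC that held most UMIs of oligodendrocyte markers and none of *Lum*. *Tbx3os1* and *Tbx3* overlap on opposite strands of chromosome 5.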

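Among VLMC markers, *Lum* on chromosome 10 from 97565128 to 97572703 of GRCm38 had an ln fold change of 6.72 (SE 0.37, edgeR adjusted p = 1.47e-70) in VLMC against the other types, *Dcn* of 5.44 (SE 0.26, edgeR adjusted p = 1.78e-93) and *Ogn* of 5.33 (SE 0.65, edgeR adjusted p = 4.04e-14). *Lum* was found at 3555 ± 1468 CPM (SD, n = 2 pools), *Dcn* at 5561 ± 3462 CPM. With each cell thinned to 1000 UMIs, 45.5% (exact 95% interval 16.7 to 76.6%, 45.5% unthinned) of the 11 VLMC and 0.510% (0.510% unthinned) of the 196 pituicytes had a *Lum* UMI. In vascular endothelia, *Emcn* had an ln fold change of 6.14 (SE 0.43, edgeR adjusted p = 7.44e-43), and *Plvap* and *Flt1* were called as well, with 5.45 and 5.43. After thinning, 76.9% (exact 95% interval 46.2 to 95%, 92.3% unthinned) of vascular endothelia and 0.510% (2.04% unthinned) of pituicytes had a *Plvap* UMI. In T-cell like cells, the ln fold change of *Ms4a4b* was 6.14 (SE 0.36, edgeR adjusted p = 7.39e-62) and that of *Cd3d* 5.50. *Ccl5*, at 12306 ± 4427 CPM in T-cell like cells, was called in macrophage/microglia and epithelial-like cells too, and *Ms4a4b* in vascular endothelia, where it ranked 77 of 154 by fold change. The call of *Ms4a4b* there rests on 3 UMIs in 1 cell of pool 1, and that of *Ccl5* in epithelial-like cells on 20 UMIs in 2 cells of pool 2. In macrophage/microglia, *Cx3cr1* had 6.24 (SE 0.28, edgeR adjusted p = 5.23e-107), and the ln fold changes of *Ctss* and *C1qa* were 5.98 and 5.87. DESeq2 did not call *Ogn*, *Ms4a4b* or *Cd3d*, with the same direction.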

In the case of three of the identified cell types, epithelial-like cells, pituicytes, and IL cells, there was no published database and therefore they were designated based on the top differentially expressed markers. Thus, the epithelial cell markers *Krt18*, *Krt8*, and *Clu* were top-ranked in the so-called epithelial-like cells, and the melanotrope markers *Pomc* and *Pcsk2* were used to designate IL cells. 

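*Krt18*, on chromosome 15 from 102028180 to 102032027 of GRCm38, had an ln fold change of 4.63 (SE 0.49, edgeR adjusted p = 4.30e-19) in epithelial-like cells and ranked as number 8 by fold change among the genes called there. *Krt8*, its neighbour on the same chromosome, ranked 9 with 4.57 and was called in IL cells too, with 1.89 (edgeR adjusted p = 0.0455). *Clu* ranked 33 in epithelial-like cells, with an ln fold change of 3.68 (SE 0.34, edgeR adjusted p = 3.93e-24). It was called in IL cells too, with 2.84. *Clu* reached 999 ± 22.3 CPM (SD, n = 2 pools) in epithelial-like cells and 352 ± 90.1 CPM in IL cells. After thinning to 1000 UMIs per cell, 47.8% (exact 95% interval 26.8 to 69.4%, 78.3% unthinned) of the 23 epithelial-like cells and 2.03% (8.78% unthinned) of the IL cells had a *Krt18* UMI. By fold change, *Pcsk2* ranked first among the genes called in IL cells and *Pomc* ranked 8. The ln fold change of *Pcsk2* was 5.64 (SE 0.23, edgeR adjusted p = 3.21e-133), and 85.8% (exact 95% interval 79.1 to 91.0%, 87.8% unthinned) of IL cells had a UMI of it after thinning, against 2.04% (3.57% unthinned) of pituicytes.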

To define the pituicyte cell type we first used *Vegfa* and *Gja1*, which were previously associated with this cell type (Yamamoto and Nagy, 1993; Furube et al., 2014). 

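*Vegfa*, on chromosome 17 from 46016993 to 46032369 of GRCm38, reached 537 ± 44.6 CPM (SD, n = 2 pools) in pituicytes, an ln fold change of 4.73 (SE 0.34, edgeR adjusted p = 7.09e-42). *Gja1*, on chromosome 10 from 56377330 to 56402513, reached 699 ± 106 CPM in pituicytes, an ln fold change of 4.12 (SE 0.28, edgeR adjusted p = 2.51e-46). Among the 756 genes called in pituicytes, *Vegfa* ranked 18 and *Gja1* ranked 45 by fold change. With the 34 genes of the paper left out of the clustering, *Vegfa* was among the 10 genes with the largest fold change of the largest pituicyte cluster. In the other settings of the clustering it was not among the 10 of that cluster. *Gja1* was called in vascular endothelia too, with an ln fold change of 2.40.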

Next, we performed an unbiased bioinformatics analysis by comparing our pituicyte transcriptome to PanglaoDB, a public database for exploration of mouse and human scRNA-Seq data (Franzen et al., 2019). We employed ORA, which is a widely used approach to determine if known biological functions or gene sets are overrepresented in an experimentally-derived gene list (Boyle et al., 2004). Our unbiased comparison of the pituicyte to all PanglaoDB gene sets revealed that the pituicyte cluster is highly enriched in tanycyte (FDR *=* 1.20E-21) followed by astrocytes (FDR *=* 1.18E-07) and Bergmann glia (FDR = 5.63E-06; Extended Data Fig. 1-4). To further illustrate the above finding, we compared the specific differentially expressed pituicyte markers with other published scRNA-Seq data of tanycytes (40% shared markers) and astrocytes (12% shared markers) in addition to PanglaoDB (Campbell et al., 2017; Chen et al., 2017; Saunders et al., 2018; Zeisel et al., 2018; Franzen et al., 2019; Extended Data Fig. 1-5). Therefore, the unique differentially expressed featured genes we assigned for these cell types are novel markers. Thus, the novel markers *Lcn2*, *Cyp2f2*, and *Krt18* represented epithelial-like cells; *Pcsk2*, *Scg2*, and *Chga* marked IL cells, and finally, *Col25a1*, *Scn7a*, and *Srebf1* were selected as pituicyte panel of markers (Fig. 2). 

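Of the 756 genes called higher in pituicytes, 62 were on the paper's list of tanycyte markers (Extended Data Fig. 1-5), which is 8.20% (exact 95% interval 6.35 to 10.4%). Of the other genes tested, 1.17% were on that list, an odds ratio of 7.53 (one-sided Fisher's exact test across 4509 genes, which are not independent, p = 8.3e-23). The astrocyte list shared 20 genes, 2.65% (exact 95% interval 1.62 to 4.06%), against 0.373% of the other genes, with an odds ratio of 7.26 (p = 3.24e-08, same exact test). With a mitochondrial limit of 10% for cells, which moved these values most, both odds ratios were 13.7. The tanycyte sheet held 323 distinct genes, fewer than the number stated beside the paper's comparison, so that the list used is not known to be complete. Of the 323, 106 were tested, and of the 83 genes of the astrocyte sheet 34. Over the paper's own 81 pituicyte genes, its sheet marks 32 as tanycyte markers (39.5%), 10 as astrocyte markers (12.3%) and 4 as both. The study chose the 81 genes on these same cells. The paper first sets its pituicyte genes against PanglaoDB, which was not analysed here, and states that they were most enriched for tanycyte genes, followed by astrocyte genes. It gives the shares of markers shared with published tanycytes and astrocytes to illustrate that finding.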

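In epithelial-like cells, *Cyp2f2* on chromosome 7 from 27119909 to 27133660 of GRCm38 had an ln fold change of 5.99 (SE 0.39, edgeR adjusted p = 6.67e-49) and *Lcn2* one of 5.53 (SE 0.33, edgeR adjusted p = 1.33e-59). *Lcn2* was found at 1497 ± 299 CPM (SD, n = 2 pools) and *Cyp2f2* at 1199 ± 355 CPM. In IL cells, *Scg2* had an ln fold change of 4.49 (SE 0.29, edgeR adjusted p = 1.98e-50) and *Chga* one of 4.43 (SE 0.29, edgeR adjusted p = 2.76e-49). Both were called in epithelial-like cells as well, with ln fold changes of 3.89 and 3.36. *Scg2* reached 1079 ± 123 CPM in IL cells and 721 ± 727 CPM in epithelial-like cells, so that the CPM of single pools overlapped between these types. After thinning to 1000 UMIs per cell, 56.1% (exact 95% interval 47.7 to 64.2%, 85.1% unthinned) of IL cells, 8.70% (30.4% unthinned) of epithelial-like cells and 2.04% (2.04% unthinned) of pituicytes had an *Scg2* UMI.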

The specificity of the selected marker genes is exemplified in Figure 3 in which a featured gene from each cluster is highlighted in the tSNE plot showing distinct distributions of different cell types (Fig. 3*A*). A violin plot showing the normalized log-transformed single-cell expression of selected featured genes in the different cell types is shown in Figure 3*B*.

**Figure 2.**
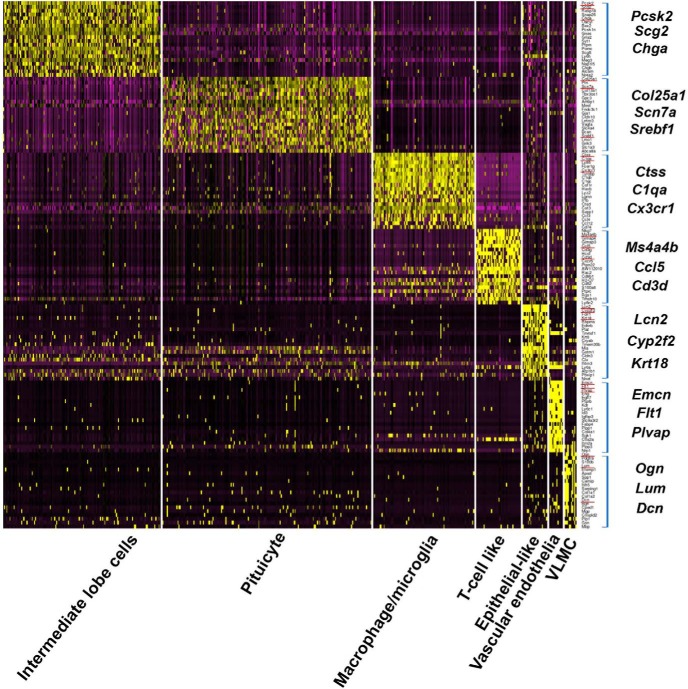
Heatmap of differentially expressed genes in neurohypophyseal and IL cell clusters. Heatmap showing scaled gene expression of the top twenty genes (square brackets) representing each of the seven cell types found in the NH and IL. Each column display gene expression of an individual cell and genes are listed in the rows. Selected marker genes are underlined in red and enlarged on the side.

**Figure 3.**
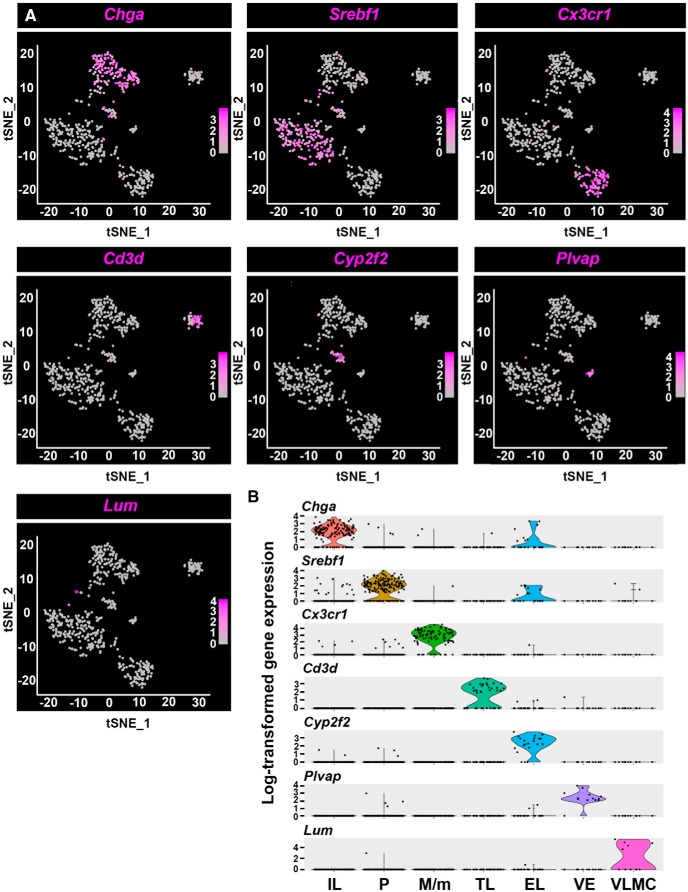
Featured genes representing the landscape of the seven neurohypophyseal and IL cell types. ***A***, Distribution of featured genes from each cell type embedded in tSNE plots. The gene expression scale was color-coded with high expression level in deep blue, low expression in gray. ***B***, Violin plots displaying normalized log-transformed expressions of each featured gene distributed across all the seven clusters. EL, epithelial-like cells; M/m, macrophage/microglia; P, pituicyte; TL, T-cell like; VE, vascular endothelia.

### Novel pituicyte genes display higher specificity than commonly used markers

We report five selected differentially expressed genes, *Srebf1*, *Rax*, *Scn7a*, *Adm*, *Col25a1*, and *Col13a1*, which showed robust expression in the majority of pituicyte population (Fig. 4*A*). Four of these genes, *Srebf1*, *Rax*, *Adm*, and *Col25a1* were robustly expressed in the pituicyte population. 

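The 6 genes were called higher in pituicytes, with all their ln fold changes above 4. *Scn7a* on chromosome 2 from 66673425 to 66784914 of GRCm38 reached 1721 ± 81.9 CPM (SD, n = 2 pools), with an ln fold change of 5.20 (SE 0.27, edgeR adjusted p = 1.29e-81). *Col13a1* on chromosome 10 from 61838236 to 61979108 reached 1251 ± 83.0 CPM, with 4.40 (SE 0.25, edgeR adjusted p = 2.23e-68). *Srebf1* on chromosome 11 from 60199089 to 60222581 had an ln fold change of 4.03 (SE 0.30, edgeR adjusted p = 2.38e-39), *Adm* on chromosome 7 from 110627661 to 110629820 of 4.81 (SE 0.36, edgeR adjusted p = 3.20e-39), and *Rax* on chromosome 18 from 65928277 to 65939787 of 5.00 (SE 0.43, edgeR adjusted p = 1.14e-29). *Srebf1* was found at 666 ± 211 CPM, *Adm* at 479 ± 47.6 CPM and *Rax* at 309 ± 30.4 CPM. At full depth, a UMI was found in 172 of the 196 pituicytes for *Col25a1*, 167 for *Scn7a*, 155 for *Col13a1*, 141 for *Srebf1*, 106 for *Adm* and 96 for *Rax*, the last being 49.0% (exact 95% interval 41.8 to 56.2%). DESeq2 did not call *Rax* and *Adm*, with the same direction.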

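In epithelial-like cells, *Srebf1* reached 215 ± 136 CPM (SD, n = 2 pools). Its ln fold change there against the mean of the other types was 2.18 (SE 0.59, edgeR adjusted p = 0.00466), past the threshold, although its level lay below that of pituicytes in both pools. After thinning to 1000 UMIs per cell, 4.35% (exact 95% interval 0.110 to 21.9%, 39.1% unthinned) of epithelial-like cells had an *Srebf1* UMI, against 5.41% (exact 95% interval 2.36 to 10.4%, 10.1% unthinned) of IL cells. Without thinning, the exact 95% intervals were 19.7 to 61.5% in epithelial-like cells and 5.78 to 16.2% in IL cells. Against the sum of all other cells, the ln fold change in epithelial-like cells was -0.68 (edgeR adjusted p = 0.259), and DESeq2 gave 1.91 (adjusted p = 0.105). Against the mean of the other types it was 0.88 with pool 1 left out and 1.33 with pool 2 left out, without a test. Both values were computed with a larger added count, which shrinks fold changes, so they cannot be set against 2.18.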

*Srebf1* displayed residual expression in a small number of epithelial-like cells but was not differentially expressed in this cluster (Fig. 4*A*; Extended Data Figs. 1-2 and 1-3).

**Figure 4.**
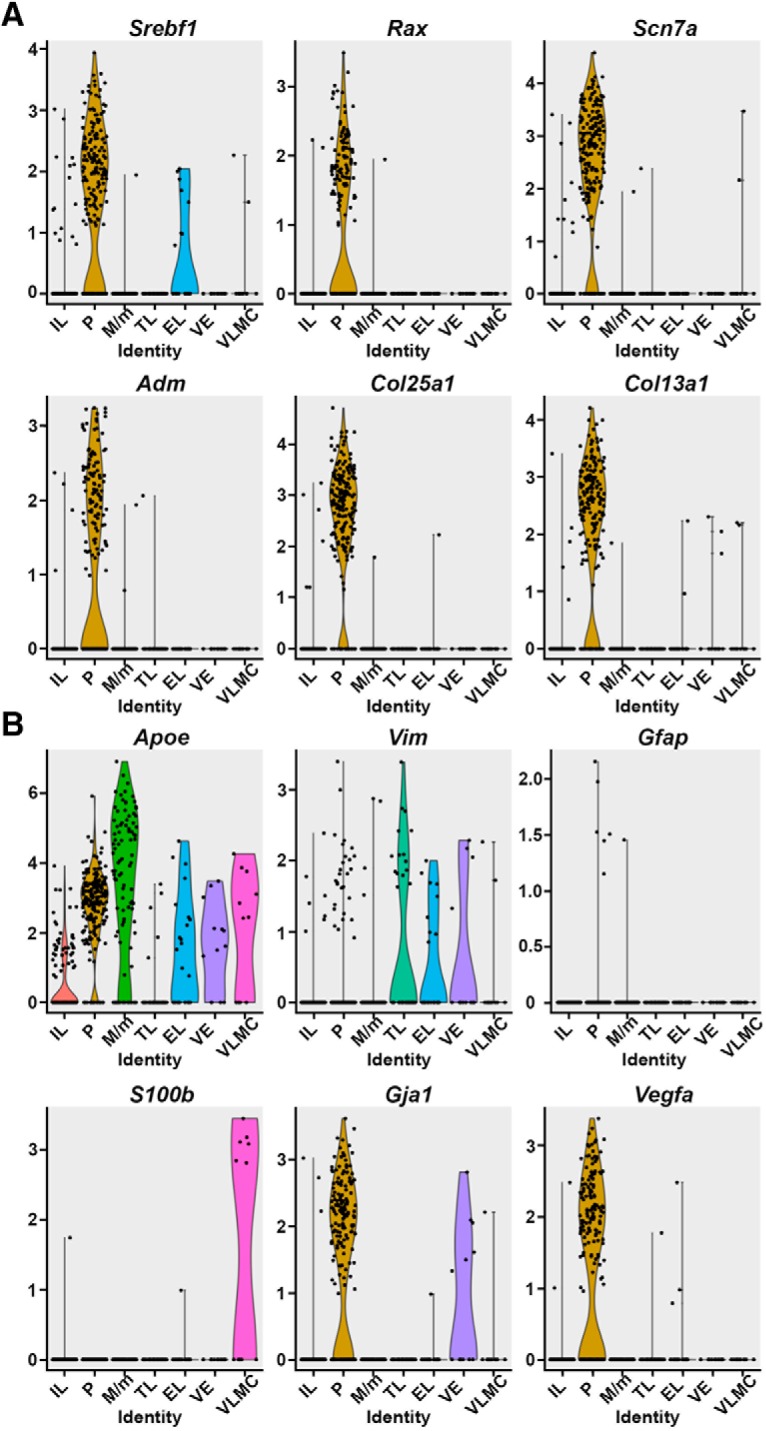
Novel pituicyte markers show higher specificity and robustness compared to previously used markers. ***A***, Violin plots displaying expression distributions of novel pituicyte marker genes in seven pituitary cell types seven clusters. *Srebf1*, *Rax*, *Scn7a*, *Adm*, *Col25a1*, and *Col13a1* were selected from this single-cell RNA-Seq data and mapped onto the violin plots. The *y*-axis represents the normalized log-transformed expression of respective genes. Each dot represents a cell and the shape of the violin represents the proportion of cells being enriched compared to the rest of cells in a given cluster. ***B***, Previously published pituicyte markers *Apoe*, *Vim*, *Gfap*, *S100β*, *Gja1 (Cx43)*, and *Vegfa* were mapped onto the violin plots within the seven identified cell types. EL, epithelial-like cells; M/m, macrophage/microglia; P, pituicyte; TL, T-cell like; VE, vascular endothelia.

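For each gene, the specificity was taken as the log2 ratio of its level in pituicytes to that in the highest other cell type, from the mean of the pools with the equivalent of 1 count added. It was 4.19 for *Col25a1*, 2.74 for *Scn7a*, 2.62 for *Col13a1*, 2.39 for *Adm*, 1.77 for *Rax* and 1.43 for *Srebf1*. For markers published before, it was 2.55 for *Vegfa*, 0.88 for *Gja1*, -2.10 for *Vim*, -2.45 for *Apoe*, -2.50 for *Gfap* and -8.68 for *S100β*. The mean of the 6 genes selected in the study exceeded that of the 6 published genes by 4.57 (two-sided exact permutation test over 924 splits of the 12 genes, p = 0.0108). The test takes genes as units, and the first 6 were chosen by the study on these cells. For *Col25a1*, *Vegfa*, *Adm*, *Rax* and *Gfap* the highest other type was VLMC with 0 UMIs, so that the added count set the ratio, which is no measured fold. The same holds for *S100β*, which had 0 UMIs in pituicytes. Without it, a choice made after the values were seen, the difference between both groups of genes was 3.25 (exact permutation test over 462 splits, p = 0.013). With a mitochondrial limit of 10% for cells and all 12 genes it was 3.67. By shares of cells with a UMI after thinning to 1000 UMIs, the difference between pituicytes and the highest other type was larger for the selected genes by 49.4 percentage points (same exact test, p = 0.0065).

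**Figure D1:**
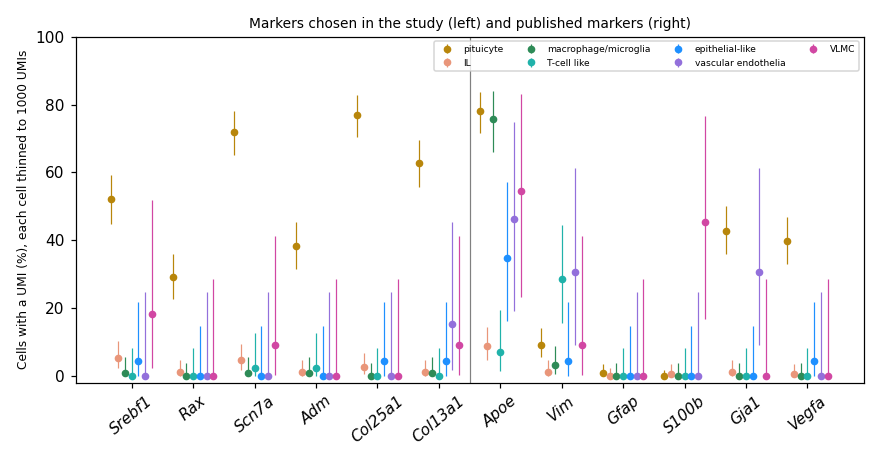
Share of cells with at least 1 UMI of each gene (y axis, percent), with every cell thinned to 1000 UMIs, for the 6 genes selected in the study and the 6 published markers (x axis). Points are the 7 cell types and bars the exact 95% binomial intervals over both pools. *Col25a1* was found in 77.0% of pituicytes and in at most 4.35% of another type, while *Apoe* was found in 78.1% of pituicytes and 75.8% of macrophage/microglia.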

We noticed that the novel pituicyte genes revealed by scRNA-Seq displayed higher specificity than previously published pituicytes markers (Cocchia, 1981; Suess and Pliška, 1981; Boyles et al., 1985; Marin et al., 1989; Yamamoto and Nagy, 1993). Thus, violin plots of our scRNA-Seq indicated that two commonly used pituicyte markers *Gfap* and *S100β* displayed low normalized log-transformed expressions in the pituicyte population. Furthermore, *Apoe*, which is often used as pituicyte and astrocyte marker displayed low cell-type specificity, as it was detected in all neurohypophyseal types except for T-cell like. 

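*Gfap*, on chromosome 11 from 102887336 to 102900912 of GRCm38, had 6 UMIs in the 196 pituicytes, each in a different cell, and 1 UMI in macrophage/microglia. This was 3.06% of pituicytes (exact 95% interval 1.13 to 6.54%) and 1.05% of macrophage/microglia (0.0266 to 5.73%), so that no difference was detectable at this depth. *Gfap* had too few UMIs for the test. *S100β*, on chromosome 10 from 76253853 to 76261159, had 0 UMIs in 196 pituicytes, which allows a share of up to 1.53% of the cells.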

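*Apoe*, on chromosome 7 from 19696109 to 19699188 of GRCm38, was found at 11638 ± 4755 CPM (SD, n = 2 pools) in macrophage/microglia and at 2131 ± 49.2 CPM in pituicytes. Its ln fold change against the other types was 3.22 (SE 0.16, edgeR adjusted p = 5.39e-88) in macrophage/microglia and 1.09 (SE 0.18, edgeR adjusted p = 3.02e-08) in pituicytes. With normalization by library size alone it was 0.88 in pituicytes and no longer past the threshold, and against the sum of all other cells it was -0.29. After thinning to 1000 UMIs per cell, an *Apoe* UMI was found in 54.5% (exact 95% interval 23.4 to 83.3%, 63.6% unthinned) of VLMC, 46.2% (exact 95% interval 19.2 to 74.9%, 69.2% unthinned) of vascular endothelia, 34.8% (exact 95% interval 16.4 to 57.3%, 60.9% unthinned) of epithelial-like cells, 8.78% (exact 95% interval 4.76 to 14.6%, 29.1% unthinned) of IL cells and 7.14% (exact 95% interval 1.5 to 19.5%, 11.9% unthinned) of T-cell like cells. The shares of IL cells and T-cell like cells were not distinguishable. Without a share expected from free RNA, they cannot tell expression from free RNA.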

The other three reported pituicyte markers *Gja1/Cx43*, *Vegfa*, and *Vim* (Marin et al., 1989; Yamamoto and Nagy, 1993; Furube et al., 2014) displayed higher normalized pituicyte expression and were somewhat more specific than *Apoe* (Fig. 4*B*). Notably, although *Vim* displayed some expression in the pituicyte cells, it did not pass the differentially expressed criteria in the pituicyte cluster when compared to other cell types (Extended Data Figs. 1-2 and 1-3).

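The ln fold change of *Vim* in pituicytes was -0.09 (SE 0.32, edgeR adjusted p = 0.934), from 79.0 ± 50.3 CPM (SD, n = 2 pools). *Vim* lies on chromosome 2 from 13573927 to 13582826 of GRCm38. It was called higher in T-cell like cells, at 331 ± 176 CPM and an ln fold change of 1.64 (SE 0.31, edgeR adjusted p = 2.54e-06). After thinning to 1000 UMIs per cell, 9.18% (exact 95% interval 5.53 to 14.1%, 14.3% unthinned) of pituicytes, 28.6% (exact 95% interval 15.7 to 44.6%, 35.7% unthinned) of T-cell like cells and 1.35% (exact 95% interval 0.164 to 4.80%, 4.73% unthinned) of IL cells had a *Vim* UMI.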

We next examined whether the novel pituicyte markers identified by scRNA-Seq are expressed in the mouse NH by *in situ* hybridization. The selected pituicyte marker *Col25a1* (Fig. 4*A*) with robust normalized expression (adjusted *p* = 8.38E-82, average ln fold change = 1.67) was subjected to wholemount mRNA *in situ* hybridization, followed by immunostaining with an antibody against the previously published pituicyte marker *Vim.* This analysis showed that *Vim* immunoreactivity is detected in a subset of *Col25a1*-positive cells (Fig. 5; Extended Data Fig. 5-1; Movie 1). This analysis was in agreement with our scRNA-Seq bioinformatic analysis (Fig. 4), suggesting that some of the commonly used pituicyte markers also label other NH cell types.

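In the sequenced cells, *Col25a1*, on chromosome 3 from 130131501 to 130599877 of GRCm38, was found at 1670.4 ± 75.8 CPM (SD, n = 2 pools) in pituicytes and 28.9 ± 29.5 CPM in IL cells. Its ln fold change against the other types was 6.00 (SE 0.30, edgeR adjusted p = 1.85e-86), the largest in pituicytes. Computed as in the paper, from the means of single cells, the ln fold change was 2.76 ± 0.130 (SD, n = 2 pools), with 2.67 in pool 1 and 2.86 in pool 2. Of the 28 pituicytes with a *Vim* UMI, 22 had a *Col25a1* UMI. Of the other 332 cells, 41 had a *Vim* UMI, 8 a *Col25a1* UMI and none had both. The staining of tissue was not analysed here.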

**Figure 5.**
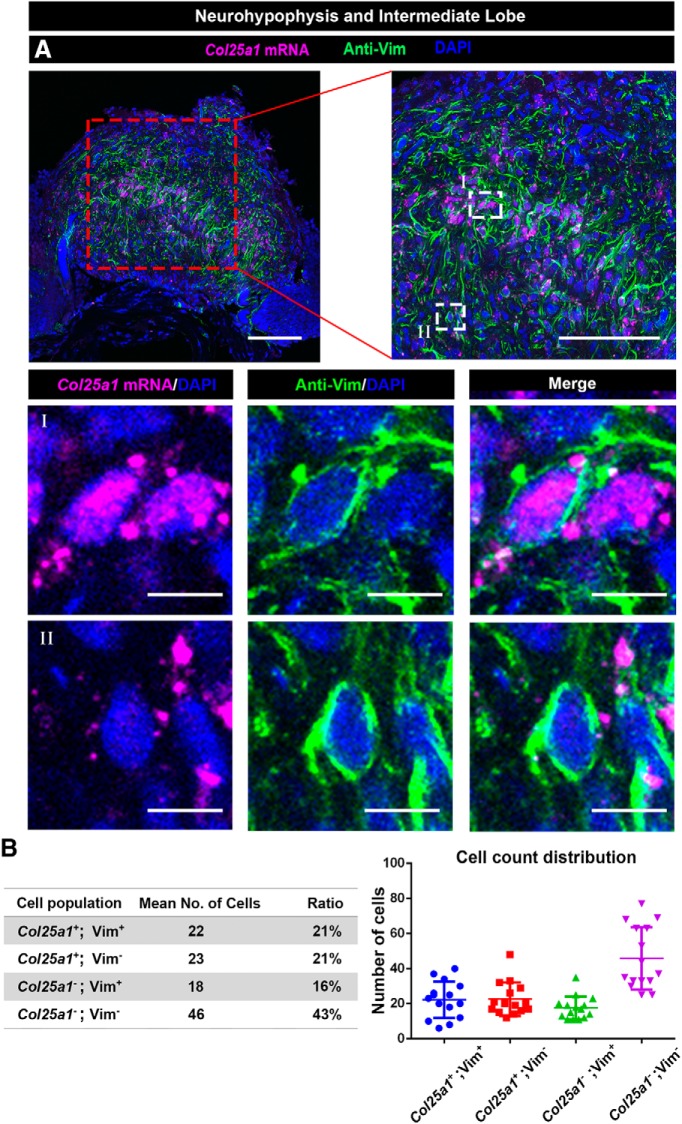
Expression of the novel pituicyte marker *Col25a1*, in the NH. ***A***, Validation of the scRNA-Seq results using wholemount staining of dissected NH derived from a C57/BL6 adult mouse. Dissected NH was subjected to fluorescent mRNA *in situ* hybridization with an antisense *Col25a1* probe, followed by immunostaining with an antibody directed to the Vim protein and visualized by confocal microscopy. The top panels display different magnifications (scale bars, 100 µm) a single confocal optical plane of *Col25a1*, *Vim*, and the nuclei dye, DAPI. Highly magnified field (scale bars, 10 µm) of views showing a representative *Col25a1****^+^****;* Vim***^+^*** pituicyte (I) and another *Col25a1****^-^****;* Vim***^+^*** neurohypophyseal cell (II). ***B***, Numbers of different subpopulation of cell expressing *Col25a1* and/or Vim were analyzed in 15 randomly chosen areas of interest (between 18,133 and 40,429 µm^2^). The average cell numbers and ratios, as well as the individual counting in each region of interest, are presented.

10.1523/ENEURO.0345-19.2019.f5-1 Extended Data Figure 5-1 Expression of *Col25a1* and Vim in neurohypophyseal cells. High-resolution image showing co-localization *Col25a1* mRNA and Vim protein in neurohypophyseal cells, whose nuclei were labeled by DAPI. The cytoskeletal protein Vim is expressed in the cell circumference, while *Col25a1* mRNA is localized in the cytoplasm (scale bars, 10 µm). Download Figure 5-1, TIF file.

Movie 1. WISH of *col25a1* co-stained with Vim antibody and DAPI on dissected NH of three-month-old C57/BL6. 10.1523/ENEURO.0345-19.2019.video.1

### Spatial organization of neurohypophyseal cell types

To better understand the spatial organization of neurohypophyseal cell types, we analyzed the expression of selected genetic markers representing the major NH cell types and localized the expression on a horizontal section of whole mouse pituitary (Fig. 6*A*). We performed single molecule smFISH on a pituitary derived from a transgenic macrophage/microglia reporter (Fig. 6) as well as wholemount mRNA *in situ* hybridization combined with antibody staining (Fig. 7). 

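Of the 23 epithelial-like cells, 20 had a *Cyp2f2* UMI, 9 an *Srebf1* UMI and 6 both. The cells held 84 *Cyp2f2* UMIs and 13 *Srebf1* UMIs. In pituicytes, *Cyp2f2* had 4 UMIs in 3 of 196 cells, where *Srebf1* had 323 UMIs.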

Our scRNA-Seq analysis indicated that *Srebf1* is a novel pituicyte marker displaying limited expression in the epithelial-like cells, while *Cyp2f2* was highly expressed in epithelial-like cells (Figs. 3, 6*B*). Accordingly, *Srebf1* was prominently expressed in the NH (Fig. 6*B*; Extended Data Figs. 6-1, 6-2*B*), while *Cyp2f2-*expressing cells were mostly located at the boundary between the IL and the AH (Fig. 6*B*; Extended Data Fig. 6-1). Notably, *Cyp2f2* mRNA signals were much weaker in the NH compared to the IL and the AH boundary suggesting that some epithelial-like cells are also found in the NH (Fig. 6*B*; Extended Data Figs. 6-1, 6-2*B*). This conclusion was further confirmed using smFISH to probe another specific epithelial-like featured gene, *Lcn2,* which was mainly expressed by cells located at the IL and AH boundary (Extended Data Fig. 6-2*B*).

**Figure 6.**
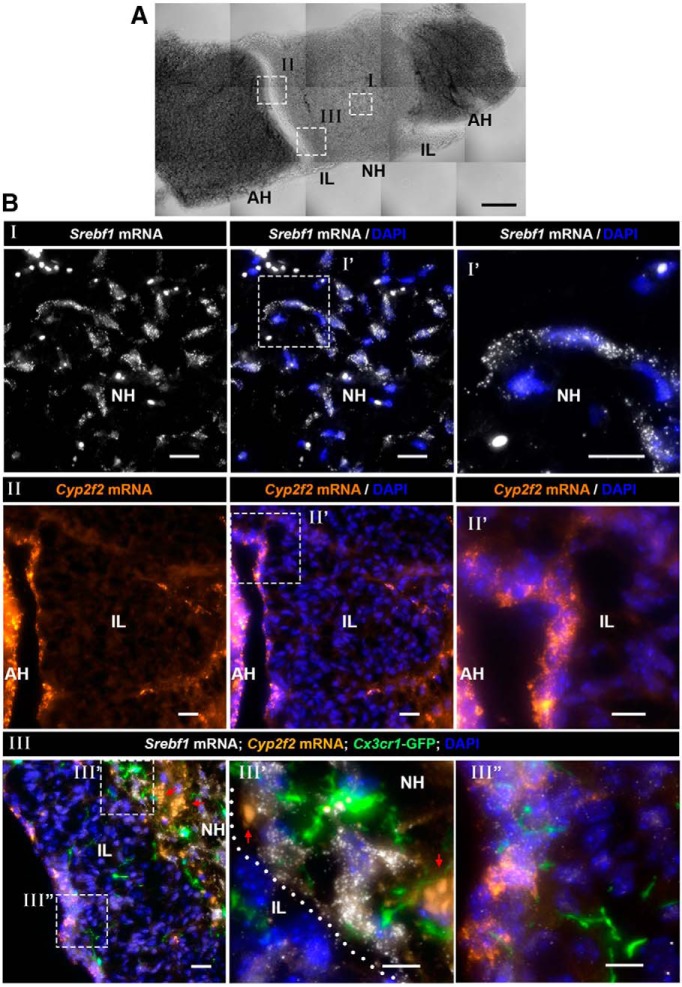
Spatial distribution of pituicyte, macrophage/microglia and epithelial-like cells in the NH and IL. ***A***, A brightfield image of a horizontal section of adult mouse pituitary showing the locations of the NH, IL, and AH. The white boxes in the brightfield image mark the locations of specific pituitary subdomains shown in the fluorescent images below (scale bar, 100 µm). ***B***, Different fields of views (marked by roman numbers) of horizontal section (7 µm) of pituitaries derived from three-month-old *Cx3cr1*-GFP macrophage/microglia transgenic reporter mouse, which were subjected to smFISH with antisense probes directed to *Srebf1* (I), *Cyp2f2* (II), or multiplexed smFISH of *Srebf1* and *Cyp2f2* on *Cx3cr1*:GFP mouse (III) to observe the relative location of selected cell types. A high-magnification image of the region delineated with the white dashed box is shown. White dotted line in III’ marks the boundary between IL and NH. Note that the smFISH probe of epithelial-like cell marker, *Cyp2f2*, labels the border between the IL and the AH, as well as IL cells. Arrows indicate background autofluorescent signals of circulating erythrocytes. Scale bars, 20 µm (I, II) and 10 µm (III).

**Figure 7.**
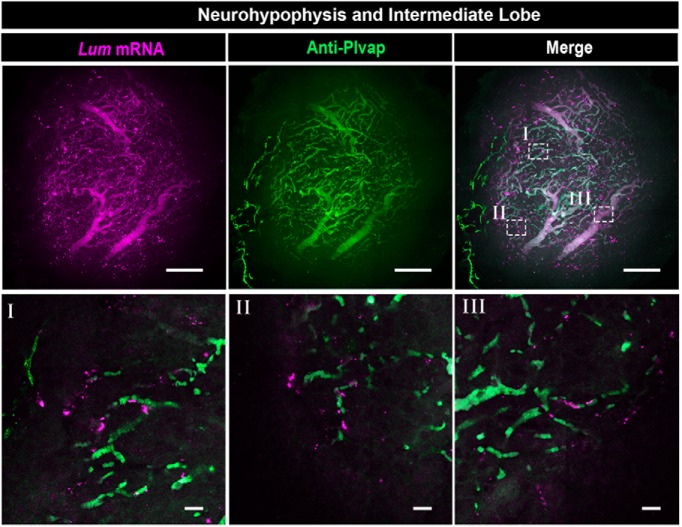
Neurohypophyseal VLMCs are associated with fenestrated vascular endothelia. Confocal Z-stack (maximum intensity projection) of dissected NH, which was subjected to wholemount FISH with an antisense RNA probe directed to the VLMC marker, *Lum*, followed by immunostaining with an antibody directed to *Plvap* protein, which is a marker of fenestrated endothelia (scale bars, 100 µm). The bottom panels (labeled I–III) display high-magnification single plane confocal images of the respective regions delineated in white boxes in the top right panel (scale bars, 20 µm).

10.1523/ENEURO.0345-19.2019.f6-1 Extended Data Figure 6-1 Separate channels for multiplex smFISH images in Figure 6III’,III”. High-magnification images of the horizontal pituitary section (7 µm) shown in Figure 6BIII’,III”. The different panels show separate fluorescent emission channels derived from an adult *Cx3cr1*-GFP microglia/macrophage transgenic reporter mouse, which was subjected to smFISH with antisense probes directed to pituicyte epithelial-like cells markers *Srebf1* and *Cyp2f2*, respectively. White dotted lines indicate the boundary between IL and NH. Arrows pointing at co-localization of *Cyp2f2* mRNA and *Srebf1* mRNA in the cells at the boundary between IL and AH (scale bars, 10 µm). Download Figure 6-1, TIF file.

10.1523/ENEURO.0345-19.2019.f6-2 Extended Data Figure 6-2 Gene expression of the neurohypophyseal and IL. ***A***, A brightfield image of a horizontal section of adult mouse pituitary showing the locations of the NH, IL, and AH. The white boxes in the brightfield image mark the locations of specific pituitary subdomains shown in the fluorescent images below (scale bar, 100 µm). ***B***, Different fields of view (marked by roman numbers) of horizontal section (7 µm) of pituitaries derived from three-month-old Cx3cr1-GFP macrophage/microglia transgenic reporter mouse, which were subjected to smFISH. The separate image panels show the expression of the pituicyte marker *Srebf1* and epithelial-like marker *Cyp2f2* in the NH (I) and the epithelial-like marker *Lcn2* at the boundary of IL and AH (II), also marked by the white dotted line (scale bars, 20 µm). ***C***, Confocal Z-stack (maximum intensity projection) of horizontal vibratome pituitary section (50 µm) from a three-month-old male mouse harboring the transgenic macrophage/microglia reporter *Cx3cr1*-GFP (scale bar, 200 µm). ***D***, Immunostaining of the T-cell marker, *Cd3*, showing a lone T-cell inside the NH horizontal pituitary cryosection (7 µm) of a three-month-old C57/BL6 male mouse (scale bars, 20 µm). Download Figure 6-2, TIF file.

We next performed simultaneous labeling of macrophage/microglia, pituicyte, and epithelial-like cells by performing smFISH of *Srebf1* and *Cyp2f2* probes on pituitaries of transgenic *Cx3cr1*:GFP reporter mice, labeling macrophage/microglia (Jung et al., 2000). We observed that the *Cx3cr1*: GFP-positive macrophage/microglia were distributed throughout the whole pituitary, including the NH, IL, and AH (Fig. 6*B*; Extended Data Fig. 6-2*C*). These macrophages/microglia were intermingled with both *Srebf1****^+^****; Cyp2f2****^-^*** pituicytes and *Cyp2f2****^+^*** epithelial-like cells suggesting a possible cross-talk between pituitary cells and these macrophages/microglia (Fig. 6*B*).

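*Pdgfra*, on chromosome 5 from 75152292 to 75198215 of GRCm38, had 14 UMIs, all in 6 of the 11 VLMC, and *Lum* had 77 UMIs in 5 of them. The 5 cells with a *Lum* UMI all had a *Pdgfra* UMI. The 6th cell with *Pdgfra* UMIs had none of the 10 VLMC markers, and held 15 UMIs of *Olig1*, 2 of *Sox10*, 2 of *Gpr17* and 1 of *Cspg4*, which mark oligodendrocyte precursor cells. It was 1 of 2 VLMC that Scrublet marked as doublets. *Pdgfra* had too few UMIs for the test with the filter on low counts, and without the filter its ln fold change in VLMC was 5.38 (SE 0.70, edgeR adjusted p = 9.58e-12). Outside VLMC, 2 cells had a *Lum* UMI and none of 517 cells a *Pdgfra* UMI.

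**Figure D2:**
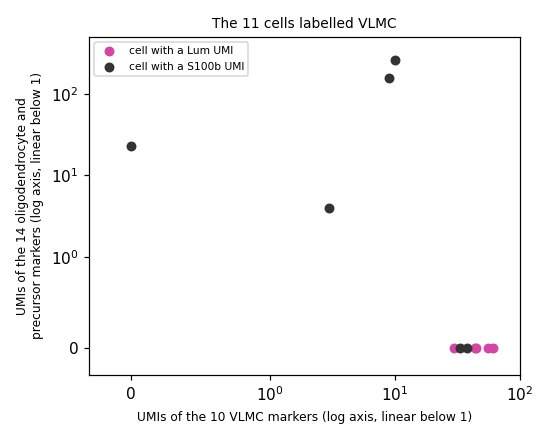
UMIs of the 10 VLMC markers (x axis) and of the 14 oligodendrocyte and precursor markers (y axis) in each of the 11 VLMC, on log axes that are linear below 1. Cells with a *Lum* UMI and cells with an *S100β* UMI are marked, and no cell had both. The 5 cells with a *Lum* UMI held 30 to 61 UMIs of VLMC markers and 0 of the others.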

Our scRNA-Seq analysis also detected an NH cell population, which co-expressed *Pdgfra* and *Lum* (Fig. 2; Extended Data Fig. 1-3). We assumed that this cell population is similar or identical to the so-called VLMC, which has been found to localized on blood vessels of the brain (Marques et al., 2016; He et al., 2018; Vanlandewijck et al., 2018). We, therefore, examined the tissue distribution of VLMC cells and fenestrated neurohypophyseal vascular endothelia, which express the *Plvap* protein (Stan et al., 1999; Gordon et al., 2019). This analysis confirmed that as in the case of brain vasculature, VLMCs were in close association with the fenestrated endothelia of the NH (Fig. 7). Finally, although we have found a small population of T-cell like cells in the NH, immunostaining of the T-cell-specific cell surface marker, *Cd3*, revealed low abundance of *Cd3-*positive cells in the NH (Kindt et al., 2007; Extended Data Fig. 6-2*D*). It is likely that these T cells are not a resident NH population but rather a transient population, which is transported from the blood. 

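The 42 T-cell like cells were 26 of the cells of pool 1 and 16 of pool 2, or 9.52% (exact 95% interval 6.32 to 13.6%) and 6.27% (3.63 to 9.99%). *Cd3d* had 69 UMIs in 26 of the 42 cells. After thinning to 1000 UMIs per cell, 45.2% (exact 95% interval 29.8 to 61.3%, 61.9% unthinned) of T-cell like cells had a *Cd3d* UMI, and 0 of 196 pituicytes had one before or after thinning, which allows a share of up to 1.53%. Of the list of T cell markers, 3 or more genes were found in 40 of the 42 cells, and of 4 markers of NK cells, 18 UMIs were found in 9 of them.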

The above *in situ* hybridization analyses confirmed our featured gene designation determined by scRNA-Seq.

Taken together, our gene expression analysis of NH and IL reveals a comprehensive view of neuro-IL cell types in adult male mice. This study provides an important resource for specific functional studies and possible crosstalk between the various NH cell types.

## Discussion

The NH is a major neuroendocrine interface, which allows the brain to regulate the function of peripheral organs in response to specific physiologic demands. Despite its importance, a comprehensive molecular description of cell identities in the NH is still lacking. Recent studies revealed cell heterogeneity of whole pituitary gland using scRNA-Seq, however, these studies did not separate the NH from the adjacent AH and very few NH cells with limited sequence information were reported (Cheung et al., 2018; Ho et al., 2018; Mayran et al., 2018). Here, utilizing scRNA-Seq technology, we identified the transcriptomes of five major neurohypophyseal cell types and two IL cell populations in the adult male mice. Using selected featured genetic markers, we mapped the spatial distribution of selected cell types *in situ*.

The identified differentially expressed gene clusters revealed by scRNA-Seq correspond to previously characterized cell types. Thus, previous studies reported the appearance of pituicyte (Seyama et al., 1980; Wittkowski, 1986; Yamamoto and Nagy, 1993; Furube et al., 2014; Anbalagan et al., 2018), macrophage/microglia (Pow et al., 1989; Sasaki and Nakazato, 1992; Kindt et al., 2007), and fenestrated endothelia (Gordon et al., 2019) in the NH. The identification of IL and epithelial-like cells in the present study is in agreement with other reports of these cells in the mammalian pituitary (Hudson, 2002; Moran et al., 2011) and also matches recent scRNA-Seq analyses of whole mouse pituitary (Cheung et al., 2018; Ho et al., 2018; Mayran et al., 2018).

The novel pituicyte markers identified in our study showed more specific and robust expression than previously published pituicyte markers. Among them, *Srebf1*, *Col13a1*, *Adm*, *Scn7a*, and *Col25a1* were not reported to be expressed by pituicyte. *Vegfa* was reported as pituicyte marker in both mice and zebrafish (Furube et al., 2014; Anbalagan et al., 2018). Srebf1 protein is involved in sterol biosynthesis process, this may be relevant to the lipid droplets that were found in ultra-structure studies of pituicyte (Seyama et al., 1980; Wittkowski, 1986; Anbalagan et al., 2018). Other prominent pituicyte markers we identified, such as *Rax*, *Scn7a*, *Col25a1*, and *Adm* were reported as hypothalamic tanycyte markers (Miranda-Angulo et al., 2014; Pak et al., 2014; Campbell et al., 2017; Chen et al., 2017; Franzen et al., 2019). Our finding that *Rax*, *Scn7a*, *Col25a1*, and *Adm* are expressed in pituicytes is in line with the notion that tanycytes and pituicytes are of a common astrocytic lineage (Wittkowski, 1998; Clasadonte and Prevot, 2018; Rodríguez et al., 2019). Specifically, *Rax* is a general tanycyte marker (Campbell et al., 2017; Chen et al., 2017; Rodríguez-Rodríguez et al., 2019), *Scn7a*, *Col25a1*, and *Adm* were reported as β2 tanycyte markers (Campbell et al., 2017; Rodríguez-Rodríguez et al., 2019). Finally, *Col25a1* was found to be enriched in the NH according to the Bgee database (Bastian et al., 2008).

Our novel pituicyte markers displayed greater specificity (i.e., adjusted *p* ≤ 0.05 for differential expression), higher expression level (average ln fold change ≥ 1) and robustness (i.e., abundance in pituicytes) compared to the most commonly used markers. Thus, as we previously showed in the case of zebrafish pituicytes (Anbalagan et al., 2018), we found that *Apoe* is broadly expressed in multiple mouse NH cell types. However, although *Vim* and *Gfap* displayed relatively low mRNA expression levels in our scRNA-Seq analysis, their protein immunoreactivity was readily detectable in the NH. This could be due to the inherently shallow sequencing method for 10x Genomics platform. The astroglial protein *S100β* is also used to label pituicytes (Cocchia, 1981). It was reported that *S100β* is highly abundant when compared to *Vim^+^* and *Gfap^+^* cells (Virard et al., 2008; Wei et al., 2009). However, in our study, *S100β* was not among the top differentially-expressed pituicyte genes but was found to be exclusively expressed in the VLMC cell type. 

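Of the 42 *S100β* UMIs in the 528 cells, 40 were in 6 of the 11 VLMC, 1 in an IL cell and 1 in an epithelial-like cell. The 6 cells with an *S100β* UMI and the 5 with a *Lum* UMI did not overlap. Of the 6, 2 held 154 and 253 UMIs of 5 oligodendrocyte markers, 1 was the cell with oligodendrocyte precursor markers and 2 held 33 and 38 UMIs of the 10 VLMC markers. The remaining cell held 3 UMIs of VLMC markers and 3 of oligodendrocyte markers. In the sums per pool, the ln fold change of *S100β* in VLMC was 6.13 (SE 0.48, edgeR adjusted p = 3.11e-34).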

In view of the gene coverage limitation of the 10x Genomics platform, *S100β* might have been missed in our analysis, hence, future studies should be aware of our findings regarding its expression in VLMC. Another known pituicyte-specific marker, namely *Gja1*, also known as *Cx43*, displayed robust specific expression in our mouse pituicyte cluster. This is in agreement with the reported findings in rat and zebrafish (Yamamoto and Nagy, 1993; Anbalagan et al., 2018).

We identified VLMC as a new neurohypophyseal cell type which is marked by the prominent expression of *Pdgfra* and *Lum.* We further showed that VLMC is associated with *Plvap^+^* fenestrated neurohypophyseal capillaries. In agreement with our findings, *Pdgfra^+^*;*Lum* ^+^ VLMC population was found in the mouse brain as vascular-associated cell type (Marques et al., 2016) or as fibroblast-like cells that are loosely attached to vessels and located in between smooth muscle cells and astrocyte end-feet (Vanlandewijck et al., 2018). Although VLMC express some markers of oligodendrocyte precursor cells (OPCs), such as *Pdgfra*, they are distinct from OPCs and oligodendrocyte lineages (Marques et al., 2016).

Importantly, previous reports have described the existence of OPCs in the NH (Virard et al., 2006, 2008; Miyata, 2017). 

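Of 9 markers of oligodendrocyte precursor cells, 3 or more were found in 1 of the 528 cells, which belonged to VLMC and had 2918 UMIs. Pituicytes held 40 UMIs of these markers in 32 cells. The authors' deposited table of cluster means names the cluster of the 11 VLMC for oligodendrocyte precursor cells as well as for VLMC. In the barcodes left out, 29 UMIs of the 9 markers were found in 24 barcodes and none had 3 of them.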

We did not detect OPCs in the present study, however, this could be due to the low abundance of these cells in our tissue. Alternatively, because Virard et al. relied on *Pdgfra* as a sole OPC marker, it is possible that they misidentified VLMCs as OPCs. Notably, Virard et al. reported that these *Pdgfra* ^+^ cells were shown to be pituicyte progenitors in their study (Virard et al., 2006). Similarly, other studies reported that VLMC display multipotent stem cell niche function in the CNS and other organs suggesting that they may play similar roles in NH function (Nakagomi and Matsuyama, 2017; Ueharu et al., 2018). Further studies are required to determine whether neurohypophyseal OPCs are in fact VLMCs and whether VLMCs are pituicyte progenitors.

Although pericytes have been previously reported to be associated with neurohypophyseal capillaries (Miyata, 2017; Nishikawa et al., 2017), we did not detect them in the present study, possibly due to the fact that isolating pericytes requires different tissue dissociation conditions. It is also possible that other minor neurohypophyseal cell populations have been missed, which may be revealed if more cells would be sampled.

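Of 8 pericyte markers, 26 UMIs were found in 6 of the 13 vascular endothelia and 3 or more of the markers in 1 of these cells. No UMI of them was found in the 11 VLMC, and pituicytes held 2. In the 2472 barcodes left out, 76 UMIs were found in 36 barcodes and 4 barcodes had 3 or more of the markers.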

Macrophage/microglia were found in our study as prominent NH resident cells. Previous reports showed that neurohypophyseal microglia in rat endocytose and digest axonal terminus (Pow et al., 1989), whereas the pituicyte envelops the buttons of axons (Morris, 1976) and provide cues for the permeable endothelial fate (Anbalagan et al., 2018). Our finding that macrophage/microglia are closely located to the pituicytes in the NH is in agreement with such functional cooperation between these two cell types.

In summary, our transcriptome analysis of individual cells derived from NH and IL tissues of adult male mice have revealed the cellular heterogenicity of the NH and provide novel molecular markers for the major cells in those tissues. We present a valuable resource that will serve as the basis for further functional studies.

How the deposited data were processed for this re-analysis (not part of the article)

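The neurohypophysis of 3-month-old male C57BL/6 mice was dissociated and sequenced as single cells in 2 pools of 5 mice each. The samples were mapped from their labels, and both pools are replicates of one condition, so that no treatment was compared. All values come from droplets in which each mRNA molecule carries a unique molecular identifier (UMI).

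The authors deposited UMI counts per gene and barcode for each pool, made with bcl2fastq and Cell Ranger with 1500 forced cells and a prebuilt mm10 reference. The counts were not normalized. The matrix of pool 1 held 737280 barcodes, of which 170936 had a UMI, and that of pool 2 held 1500, the forced cell number. The limits of the study on UMIs, genes and mitochondrial share had not been applied. The authors also deposited a table of mean values per cluster over both pools, which are linear UMI counts scaled to 10000 per cell and averaged with Seurat. Each of its 11 columns summed to 10000 over 15025 genes. With the stated filter that a gene must be found in 3 cells of a sample, 14099 genes were kept here.

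From the counts, the 1500 barcodes with most UMIs of pool 1 were taken. Cells were kept with 1000 to 10000 UMIs, 400 to 5000 genes and a mitochondrial share under 25%, the limits of the study. All barcodes that passed these limits were among the 1500 in both pools. The cells kept held between 1001 and 9851 UMIs. Their median mitochondrial share was 11.0% in pool 1 and 8.96% in pool 2.

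The design fixed before the data were examined was to cluster the cells with Seurat 5.3.0 (900 variable genes without the 34 genes named in the paper, 11 principal components, resolution 1.0) and to name the clusters by marker lists. The values reported instead use the authors' own cell types, a choice made after the deposited table of means was seen. Weights of each cell in the 11 cluster means were solved by least squares, without a limit on their sign. Every cell had a weight between 0.972 and 1.0071 in 1 cluster. Of the 15025 genes, 349 had a deposited mean that differed in some cluster by over 0.05 UMIs per 10000 from the mean of the assigned cells, by at most 1.46. The authors built these clusters on genes that include the markers reported for them, so the calls of those markers are not independent of the types. The clustering of the design was kept as an alternative, with a cluster named when at least 3 markers of a list reached a 2-fold level over the other clusters (with 50 CPM added) and no other list with 3 such markers reached 0.5 or more of its share of markers. A cluster also stayed unnamed if another list had more genes among its 10 leading genes, or if its median UMIs were under 0.33 of the median of the pool and none of its markers was among those genes. It named 4 of the 7 types.

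Levels are given as CPM, which are counts per 1e6 UMIs. Counts were summed per pool and type, giving 14 sums of between 8491 and 281271 UMIs. The test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization, on the 4510 genes kept by a minimum count of 5 and a minimum total of 15. Each type was contrasted with the mean of the other 6 types, all types sharing 1 estimate of the spread (common dispersion 0.038, 7 residual degrees of freedom). The prior degrees of freedom of the fit were infinite, so that no gene had a spread of its own. The p-values thus rest on a spread shared across genes, not on how far the pools differed for each gene. A gene was called higher at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1 on the natural log scale. Fold changes of genes with 0 counts in other types depend on edgeR's prior count. The SE given with a fold change is its absolute value divided by the square root of the test's F statistic. It was not estimated apart from the test. The types of a pool come from the same mice and library, which pairs the sums by pool. The pool differences of 2 types had a correlation across genes between -0.035 and 0.148 over the 21 pairs of types, with a median of 0.026. The fit was tested on simulated counts with 200 changed genes per type, where between 0 and 5.73% of the called genes were false. The simulated types were otherwise alike and noise was drawn per sum, not per cell. This share may therefore not hold for the real counts. For the most strongly raised genes, the median error of the ln fold change ran from -0.277 in VLMC to 0.378 in pituicytes.

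Shares of cells with a UMI are given with exact Clopper-Pearson intervals at the 95% level, before and after each cell was thinned at random to 1000 UMIs. No cell had fewer, so none was left out. A share of 0 is given with the limit of 3 counts. Intervals and limits cover counting error only. Free RNA was estimated from the 157608 barcodes of pool 1 with 1 to 50 UMIs and scaled by *Pomc* in immune cells. The pool 2 estimate uses the profile of pool 1. Doublets were called with Scrublet (scanpy 1.11.5) and kept.

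The text names every gene that the paper names as measured by scRNA-Seq, the 3 genes per type outside that list and outside the marker lists with the largest fold change among the called genes that were highest in their type in both pools, and the 5 genes with the largest change between pools in each direction where those are named. The counts of *Gfap*, *Pdgfra*, *Gh*, *Oxt*, *Avp* and *Hbb-bs* are given without this test or with the filter on low counts removed. Marker lists were fixed before the data were examined for the 7 types, pericytes, smooth muscle cells, oligodendrocytes and their precursors, endocrine cells of the anterior lobe, B cells, neutrophils, erythrocytes and NK cells. The lists of the 7 types are taken from the paper's Extended Data Fig. 1-3, which was made on these cells, and the others are from general knowledge.

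Genes on the paper's tanycyte and astrocyte lists (Extended Data Fig. 1-5) were compared with the called genes by a one-sided Fisher's exact test over the genes tested. The specificity of 6 selected and 6 published markers was compared by an exact permutation test over 924 splits. The complete gene list (Extended Data Fig. 1-2) was at hand only in its first 2000 lines and was used for no test. Positions are those of the GENCODE annotation of GRCm38. In all, 23 alternatives were tried: limits on cells, settings of the clustering, doublet removal, count thinning, normalization, DESeq2 1.42.0, the filter on genes, the contrast, a block by pool, free RNA, each pool left out, the threshold of the overlap the measure of specificity and the genes it was taken over. The PanglaoDB enrichment, in situ hybridization and immunostaining were not analysed here, and the values of 1 single gene are not reported here.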

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

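The tests of free RNA for *Gh*, of *Oxt* and of the oligodendrocyte genes were chosen after the result was seen. The other tests in this part were fixed before. The design holds 1 condition, so that no biological explanation was tested against another.

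*Gh*, the growth hormone gene of the anterior lobe, had 1878 UMIs in the 148 IL cells. Of these, 1807 UMIs or 96.22% were in 4 cells, all of pool 2, where *Gh* took 40.7%, 29.5%, 23.5% and 3.09% of the UMIs of the cell. Free RNA spread by depth would have left a few percent of them in 4 of the cells. Droplets that held an IL cell as well would carry its *Pomc*, but the median *Pomc* share of the 4 cells was 0.0049 of the median of IL cells (9.75%), and Scrublet marked none of the 4. A candidate explanation is that single cells of the anterior lobe were grouped with IL cells. *Prl*, also on the marker list of the anterior lobe, had 11 UMIs in 1 of the 4 cells and 0 in the others. In epithelial-like cells *Gh* had 705 UMIs, with 359 and 310 of them in 2 cells of pool 1.

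*Oxt*, which encodes oxytocin, had 263 UMIs in the 196 pituicytes. Immune cells, which should lack it, held 11 UMIs in pool 1 and 16 in pool 2. By CPM, pituicytes had 6.92 times the level of immune cells in pool 1 and 4.66 times in pool 2, which goes against free RNA taken up by all droplets alike. *Avp*, which encodes vasopressin, had 43 UMIs in pituicytes. In the clustering without the paper-named genes, *Oxt* was among the 10 leading genes of a pituicyte cluster of 40 cells with a median of 1438 UMIs. Pieces of oxytocin axons attached to pituicytes could give such UMIs, as could uptake or expression by pituicytes, and none of these was tested.

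Of 14 markers of oligodendrocytes and their precursors, 446 UMIs were found in the 11 VLMC. In 3 cells lay 442 of them, or 99.1%, so that free RNA by depth does not account for them. The 3 cells held 9, 10 and 0 UMIs of the 10 VLMC markers. Their VLMC marker share of UMIs was at most 0.14 of the median of the other 8 cells, which goes against droplets that held a VLMC as well, by the limit of 0.25 used for the other pairs of cells. Scrublet marked 1 of the 3 cells as a doublet. In the 2 cells it did not mark, with 419 of the 442 UMIs, the marker share of another type reached at most 0.133 of the median of that type, against droplets that held a cell of another type. In the marked cell, with 23 UMIs, it reached 0.234. The mark and a value this near the limit keep that cell open, and a single oligodendrocyte-lineage cell and a droplet with a cell of another type than VLMC cannot be told apart there. The other 2 may be single cells of the oligodendrocyte lineage grouped with VLMC.

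*Hbb-bs*, a hemoglobin gene, had 28431 UMIs in the 2472 barcodes left out by the filters and 79 in the cells kept. The 50 barcodes with most *Hbb-bs* UMIs held 98.83% of them but 4.04% of all UMIs of these barcodes, against free RNA taken up by all droplets alike. Erythrocyte genes were at 937514 CPM in the 50 barcodes, which may be red blood cells. They are not among the 528 cells compared.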

How the results depend on the processing

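The alternatives TMM with singleton pairing, 50% of the UMIs of the authors' cells and specificity without *S100β* were chosen after seeing the data. The other alternatives were set before the data were examined. Across them, the numbers of called genes moved most, while the direction of nearly all named genes held.

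With a mitochondrial limit of 10%, 278 cells were kept, 2361 genes were tested and 215 genes were called in pituicytes, 276 in IL cells, 405 in macrophage/microglia, 281 in T-cell like cells, 125 in epithelial-like cells and 86 in VLMC. In vascular endothelia the number rose to 163. Of the 215 pituicyte genes, 198 were among the 756. With 50% of the UMIs of the authors' cells, 402, 332, 399, 226, 181, 81 and 65 genes were called in pituicytes, IL cells, macrophage/microglia, T-cell like cells, epithelial-like cells, vascular endothelia and VLMC. Without a filter on low counts, 2017 genes were called in pituicytes and 2304 in IL cells. These settings change the number of genes tested.

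In cells re-clustered without the paper-named genes, with 4 named types, 1224 genes were called in pituicytes, 572 of them among the 756, and 1306 in IL cells. At resolution 0.6 the numbers were again 1224 and 1306. They were 1236 and 1319 with the paper-named genes and 1220 and 1311 with 2000 variable genes. With 20 principal components they were 951 and 675, the second below that of the main setting. These settings compare a type with fewer types. With 500 or more UMIs and 200 or more genes per cell, 232 genes were called in vascular endothelia. With the cells clustered on one part of the UMIs and tested on the other (count thinning), 163 genes were called in T-cell like cells. For these last 2 numbers the cause was not tested.

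DESeq2 called 211 genes in pituicytes, 198 in IL cells, 315 in macrophage/microglia, 190 in T-cell like cells and 195 in epithelial-like cells, and all but 2 of the last were among the genes called by edgeR. It called more genes than edgeR in vascular endothelia (197) and VLMC (150). Normalization by library size called 454 genes in IL cells and 239 in vascular endothelia. Against the sum of all other cells, 140 genes were called in epithelial-like cells, 73 in vascular endothelia and 79 in VLMC. The cause was not tested. Over all settings that gave a number, 87 genes were called each time in pituicytes, 70 in IL cells, 203 in macrophage/microglia, 94 in T-cell like cells, 43 in epithelial-like cells, 43 in vascular endothelia and 32 in VLMC.

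Of the 34 genes named in the paper, 32 were called in some type. This number was 21 with 20 principal components and 21 with count thinning, where fewer types were named, and 22 to 33 in the other settings. For 53 named genes in their type, 850 comparisons with 19 alternatives were made. Of these, 819 kept the direction and, where a test was made, the side of the threshold. With 1 pool left out only the direction was compared. These comparisons were 53 of the 819 without replicate 1 and 52 without replicate 2. Another 24 comparisons fell below the threshold, 18 of them under DESeq2. The other 6 were *Apoe* in pituicytes, at 0.88 by library size and between 0.73 and 0.95 in 5 re-clustered settings. *Apoe* in pituicytes reversed against the sum of all other cells, to an ln fold change of -0.29, where macrophage/microglia are part of the sum. The remaining 6 were *Vim* in pituicytes, which moved from -0.09 to between 0.01 and 0.98. Without replicate 2 it was 0.27, and without replicate 1 it stayed below 0.

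The odds ratio of the tanycyte list was between 6.14 and 13.7 and that of the astrocyte list between 6.14 and 13.7 over their alternatives. With each pool left out, they were 9.91 to 10.0 and 10.2 to 10.4, by fold change alone. The difference between selected and published markers was between 3.67 and 4.71 on the log2 scale, with exact permutation p between 0.0065 and 0.0346. Without *S100β*, which had 0 UMIs in pituicytes, it was 3.25 (exact permutation p = 0.013). It was 4.31 to 4.71 with each pool left out.

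With the pool number as a replicate block, 726 genes were called in pituicytes, 728 in IL cells, 726 in macrophage/microglia, 407 in T-cell like cells, 317 in epithelial-like cells, 144 in vascular endothelia and 125 in VLMC. The block changed no call of the 53 named genes.

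No number of called genes could be had with 1 pool left out, since 1 sum per type leaves no residual degrees of freedom. Fold changes without a test were compared instead. They were computed with a larger added count than in the fit, which shrinks them. Epithelial-like cells, vascular endothelia and VLMC have no value in the re-clustered settings, apart from vascular endothelia with 500 or more UMIs. Most of their cells shared an unnamed cluster there, and in some settings a few VLMC fell in pituicyte or IL clusters. The forced cell number made no difference, since the same 528 cells passed without it.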

Differences from the paper's values

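The paper states that 40% of its pituicyte markers were shared with tanycytes, and 8.20% of the 756 genes called here were on its tanycyte list. For astrocytes the paper's value is 12%, and the value here is 2.65%. All pre-set alternatives differ as well, with 6.81 to 16.7% for tanycytes and 1.94 to 6.05% for astrocytes. Over the 81 genes of the paper's own list, its sheet gives 39.5% and 12.3%.

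For *Col25a1*, the paper's text gives an average ln fold change of 1.67, and the value here is 2.76, from the means of single cells. The paper's Extended Data Fig. 1-3 lists 2.76 for the same gene. All pre-set alternatives differ from 1.67, with the lowest value, 2.14, for 500 or more UMIs per cell. The legend of Extended Data Fig. 1-3 names log2 fold changes, while 678 of its 679 values lie within 0.01 of the natural log fold changes computed here, and their median ratio to log2 values is 0.694.

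The paper's Extended Data Fig. 1-3 lists 81 genes for pituicytes, 45 for IL cells, 144 for macrophage/microglia, 141 for T-cell like cells, 61 for epithelial-like cells and 74 for VLMC. The numbers called here are 756, 755, 745, 427, 359 and 130. For vascular endothelia the numbers, 133 and 154, are within 1.5 times of each other. The fold changes of the paper are over single cells of both pools, and the numbers here come from sums per pool, each type against the mean of the other 6. The paper's fold changes match single-cell means with a count added before the log, which lowers those of weakly expressed genes. Its complete list was also limited to genes found in a minimum share of cells. The fold limits are therefore not alike, and the numbers of genes are not directly comparable. For T-cell like cells, DESeq2 (190) and count thinning (163) come within 1.5 times of the paper's number, and the other pre-set alternatives do not. For VLMC, a mitochondrial limit of 10% (86) and the contrast with the sum of all other cells (79) do, as does 50% of the UMIs (65), which was chosen after seeing the values, and the other pre-set alternatives do not. For the remaining 4 types, no alternative does.

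The paper states that *Srebf1* was not differentially expressed in epithelial-like cells. Here it was called there, with an ln fold change of 2.18 from edgeR on sums per pool, against the mean of the other 6 types. Against the sum of all other cells it was -0.68 and not called. It was not called either by DESeq2 (1.91), with a mitochondrial limit of 10% (1.82) or with 50% of the UMIs (2.03), the last chosen after seeing the data. In the other settings with a test it was called, at 2.13 to 2.50. Without replicate 1 its ln fold change was 0.88 and without replicate 2 it was 1.33, both without a test. Both were computed with a larger added count, which shrinks fold changes, so they cannot be set against 2.18 or the threshold. Of the 6 pituicyte markers that the paper describes as expressed in most pituicytes, 5 had a UMI in more than 50% of pituicytes at full depth, and *Rax* had one in 49.0%.

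The paper states that *Apoe* was found in all NH types other than T-cell like cells. Here its share after thinning was 7.14% in T-cell like cells and 8.78% in IL cells, which the paper names apart from the NH types. A free RNA profile existed for pool 1, but no share of cells expected from it was computed for *Apoe*. These shares alone therefore cannot tell expression from free RNA. The tree of Fig. 1C joins vascular endothelia and VLMC to pituicytes before T-cell like cells and macrophage/microglia. Here the distances of pituicytes were 30.2 to vascular endothelia and 25.1 to VLMC, longer than 21.7 to T-cell like cells and 20.1 to macrophage/microglia.

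The paper states that OPCs and pericytes were not detected. Here 1 cell, in VLMC, held 3 or more of 9 OPC markers and was marked by Scrublet, and 1 cell in vascular endothelia held 3 or more of 8 pericyte markers.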

Other observations

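The tests of *S100β* against *Lum* were chosen after the result was seen. The tests of TMM factors and of *Pomc* in pituicytes were written before their results were seen.

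Hypothesis: the 11 VLMC hold more than 1 kind of cell. An *S100β* UMI was found in 6 of them and a *Lum* UMI in 5, with none in common. Of the 6 cells, 3 held 442 UMIs of oligodendrocyte and precursor markers, where the 5 cells with *Lum* held 0. The share of the VLMC markers, which include neither gene, was in these 3 at most 0.113 of the median of the cells with *Lum*, which goes against missed UMIs in cells of the same kind. The other 3 cells held 5945 UMIs in total. At the lowest *Lum* share of the 5 cells, 23 *Lum* UMIs would be due in them, or 7.46 at the lower 95% limit of that share, and 0 were found, against missed UMIs at that level of *Lum*. Their VLMC marker share was 0.069 to 0.449 of the same median, and a lower *Lum* level in cells of the same kind stays open. Both genes were picked after it was seen that they shared no cell. Separate cells grouped together could give the pattern. Scrublet marked 2 of the 6 cells with *S100β*. The cells came from 1 cluster of the authors' deposited table, and both genes are among the genes called in it.

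TMM factors were between 1.34 and 2.17 in the sums of epithelial-like cells of pool 1, vascular endothelia and VLMC, and below 1 in the others. As a test of low UMI totals as the cause, the pituicyte sum of pool 1 was thinned from 235655 to 8491 UMIs, the size of the smallest sum. Its factor rose from 0.690 to 1.84. The factors may thus follow the depth of a sum rather than its genes, which raises the level of large sums relative to small ones.

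*Pomc* had 1744 UMIs in the 196 pituicytes, of which 1417 were in 2 cells, at 17.7% and 9.05% of their UMIs against a median of 0.0309% in pituicytes. If these droplets held a pituicyte and an IL cell, both marker lists would be at 0.25 or more of their usual share. The pituicyte list reached 0.046 of it in the lower of the 2 cells, which argues against a pair of cells. The IL list was at 0.362% and 0.626% of UMIs, with a median of 0.880% in IL cells. The 2 cells may be IL cells grouped with pituicytes.

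The 3 pituicyte clusters of the deposited table differed in mitochondrial share, with medians of 9.90%, 17% and 20.7%. Their cells were 34, 36 and 38 in pool 1 and 53, 19 and 16 in pool 2. A mitochondrial limit of 10% left 45, 1 and 3 of these cells. Among the 83 barcodes that failed the mitochondrial limit alone, the pituicyte markers were at 8267 CPM, against 3129 in all barcodes left out.

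Each marker list of a type had its highest CPM in its type, which is no independent test, since the lists come from the paper's analysis of these cells. In CPM, the pituicyte list was at 14462 in pituicytes, the IL list at 9274 in IL cells, the macrophage/microglia list at 21915 in macrophage/microglia and the T-cell list at 6558 in T-cell like cells. The epithelial list was at 8314 in epithelial-like cells, the endothelial list at 11916 in vascular endothelia and the VLMC list at 13947 in VLMC. The anterior lobe list had 2392 UMIs in IL cells, 846 in epithelial-like cells and 30148 in the barcodes left out. The oligodendrocyte list had 412 UMIs in VLMC. The smooth muscle list had at most 3 UMIs in any type and 6 in the barcodes left out. The B-cell list had 9 UMIs in macrophage/microglia and 0 in the other types. The NK-cell list had 1 UMI in the types other than T-cell like cells and 4 UMIs in the barcodes left out. The neutrophil list had 687 UMIs in 20 of the barcodes left out and at most 9 in any type, and the erythrocyte list 58622 in the barcodes left out and at most 103 in any type.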
